# Crosstalk Signaling Between the Epithelial and Non-Epithelial Compartments of the Mouse Inner Ear

**DOI:** 10.1007/s10162-025-00980-7

**Published:** 2025-03-13

**Authors:** Abel P. David, Sushobhan Biswas, Macey P. Soltis, Yasmin Eltawil, Ruiqi Zhou, Sarah A. Easow, Alan G. Cheng, Stefan Heller, Taha A. Jan

**Keywords:** Inner ear, Epithelial-mesenchymal interaction, Utricle development, Hair cell, Periotic mesenchyme

## Abstract

**Purpose:**

The otolith organs of the inner ear consist of the utricle and saccule that detect linear acceleration. These organs rely on mechanosensitive hair cells for transduction of signals to the central nervous system. In the murine utricle, about half of the hair cells are born during the first postnatal week. Here, we wanted to explore the role and interaction of the non-epithelial mesenchymal cells with the sensory epithelium and provide a resource for the auditory neurosciences community.

**Methods:**

We utilized full-length Smart-seq2 single-cell RNA sequencing at postnatal days 4 and 6 along with a host of computational methods to infer interactions between the epithelial and non-epithelial compartments of the mouse utricle. We validated these findings using a combination of immunohistochemistry and quantitative multiplex in situ hybridization.

**Results:**

We report diverse cell–cell crosstalk among the 12 annotated cell populations (*n* = 955 cells) in the developing neonatal mouse utricle, including epithelial and non-epithelial cellular signaling. The mesenchymal cells are the dominant signal senders during the postnatal period. Epithelial to mesenchymal signaling, as well as mesenchymal to epithelial signaling, are quantitatively shown through the TGFβ and pleiotrophin pathways.

**Conclusion:**

This study highlights the dynamic process of postnatal vestibular organ development that relies not only on epithelial cells, but also on crosstalk between spatial compartments and among different cell groups. We further provide a data-rich resource for the inner ear community.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s10162-025-00980-7.

## Introduction

The mammalian inner ear consists of five neurosensory vestibular organs and one auditory organ. The two otolith organs, the utricle and the saccule, detect linear acceleration in the horizontal and vertical planes, respectively. Hair cells are integral for the translation of mechanical stimuli during motion and from sound vibrations to electrical impulses that are delivered to the central nervous system [1]. The murine utricle is frequently used as a model to study the vestibular system because of its accessibility and unique postnatal feature of asynchronous development. It is an epithelial sheet with approximately 4000 hair cells interdigitated by supporting cells [2]. Following birth, the mouse utricle is functional yet continues its postnatal expansion of the sensory epithelium through the addition of both hair cells and supporting cells [2–4]. The stepwise molecular dynamics of cell addition to the sensory epithelium have been previously described [4, 5]. While epithelial and mesenchymal interactions have been studied in the cochlea during embryonic development [6–8], many investigations have neglected postnatal development of the inner ear with respect to the surrounding cell types that make up much of the inner ear organs.

Epithelial-mesenchymal interaction (EMI) during development has been well characterized in multiple organ systems including in the gastrointestinal tract, skin, mammary gland, and during tooth development. In these systems, crosstalk between the epithelial and mesenchymal cell compartments takes place. A signaling factor is produced by the epithelial cell compartment which elicits a response from the mesenchyme that in turn maintains a stem cell or induces a cellular function in the epithelium. Within the gastrointestinal tract, reciprocal EMI controls regionalization and development through signaling cascades that include Shh, Hox homeobox transcription factors, TGFβ signaling, BMP, Wnt, and forkhead transcription factors [9]. Homeostasis of the adult gastrointestinal tract also relies heavily on EMI, including in regeneration of intestinal epithelial stem cells [9]. In the skin, epithelial-mesenchymal interaction is spatially confined to micro-niches that coordinate multi-lineage tissue growth during hair follicle homeostasis [10]. EMI further plays a critical role during skin wound healing, where Wnt-β-catenin signaling increases collagen deposition in the extracellular matrix. Fibroblasts recruited to a skin wound have extensive Wnt, TGFβ, TNF, PDGF, and cytokine crosstalk with the epithelium [11, 12]. Both tooth development and regulation of dental stem cells utilize intricate EMI signaling networks. For example, epithelial Fgf9 regulates mesenchymal FGF signaling to maintain epithelial dental stem cells [13]. Likewise, EMIs are integral to the development and homeostasis of the mammary gland at different stages, such as embryonic cell specification, pubertal growth, pregnancy, lactation, and involution. During development, mesenchymal cells provide inductive signals to the overlying epithelium to sequentially restrict epithelial cell fates along the mammary lineage [14]. Development of the mammary gland involves parathyroid hormone-related protein that is produced by the mammary epithelium and acts on the mesenchymal cells to modulate Wnt and BMP signaling cascades.

These systems illustrate the intricate relationships and reciprocal crosstalk between epithelial and mesenchymal compartments. They involve some of the canonical morphogens during embryonic development, adult homeostasis, and increasingly during injury/repair mechanisms. In the cochlea, for example, developmental influences of the canonical Wnt pathway have been studied between the periotic mesenchyme and the sensory epithelia [15]. Wnt-activated periotic mesenchymal cells take on an epithelial phenotype, while Wnt-activated cochlear epithelial cells dedifferentiate and lose epithelial markers. Separately, cochlear progenitor cell numbers have been shown to be regulated by mesenchymal FGF receptor signaling [8]. The ETS-domain transcription factors ETV4 and ETV5 have recently been shown to be downstream of FGF signaling within the mesenchyme [6]. Furthermore, the identity and function of the surrounding periotic mesenchyme and other cell types of the inner ear is clinically important with multiple genes that cause hearing loss without affecting the sensory epithelium directly [16, 17]. While other investigations have identified embryonic and postnatal cell types of the periotic mesenchyme in the crista and cochlea, the utricle and its postnatal development with respect to cellular crosstalk remain unelucidated [17, 18]. In this work, we detail the transcriptional heterogeneity of the mouse utricle at postnatal day (P)4 and P6 during expansion of the sensory epithelium. We use a variety of computational and validation techniques to demonstrate the critical relationships among different cell compartments and cell types within the inner ear. Importantly, we provide a high-quality full-length Smart-seq2 sequenced single-cell RNA-seq dataset for the auditory neuroscience community.

## Methods and Materials

### Animals

All mice used for validation experiments were wild-type FVB (JAX #001800) obtained from the Jackson Laboratory. Non-epithelial compartment cellular transcriptomic data was obtained from P4 and P6 wild-type FVB and *Pou4f3*^*DTR/*+^ mice (Jackson Laboratory, #028673 and #029802). The *Pou4f3*^*DTR/*+^ transgene was not activated, similar to our previous study [4]. Epithelial transcriptomic data was obtained from our publicly available dataset from P4 and P6 mice which also used FVB and *Pou4f3*^*DTR/*+^ mice [4]. Mice were kept in a controlled environment with 12-h light–dark cycles under the care of Stanford Veterinary Service Center or the Vanderbilt Animal Care and Use Program, both accredited by the AAALAC. Institutional protocol approvals were obtained (Protocol #18606 Stanford University; #M2200033 Vanderbilt University). Mice of both sexes were used in this study. We have attempted to abide by the ARRIVE guidelines throughout the manuscript [19].

### Single-Cell RNA-Seq Tissue Preparation

Mice were sacrificed at indicated ages according to approved institutional protocols. We used our previously described protocol [4]. Briefly, utricles were isolated in ice-cold HBSS. Samples were then pooled from multiple animals (3–4 mice) and incubated with thermolysin (0.5 mg/mL; Sigma T7902) for 20 min at 37 °C. The sensory epithelium was peeled away from the mesenchyme mechanically. Pooled samples were incubated with Accutase (ThermoFisher 00–4555-56) for 6 min at 37 °C. Single-cell suspension was achieved by gentle trituration 40 times using a p1000 pipette with subsequent filtering using a 40-μm filter. As previously described, cells were FACS sorted (Sony SH800) into 96-well plates following the addition of propidium iodide (PI, BD Biosciences, 556463) for cell death exclusion [4]. Doublets were gated out using size exclusion. Cells were sorted directly into RNase inhibitor, 0.1% Triton X-100, dNTPs, and oligodT30VN prior to freezing at -80 °C. A total of 12 mice (both sexes) were used in this study for the non-epithelial cells (4 pups were P4 and 8 pups were P6). This resulted in seven 96-well plates for sorting. This protocol is the same as our previous study where the sensory epithelial cells were collected [4].

### Library Prep and Sequencing

96-well plates were submitted to the Stanford Functional Genomics Facility (SFGF) for processing using the Smart-seq2 protocol [20]. Each cell was barcoded and reverse transcribed. cDNA was assessed for each single cell using an Agilent 2100 Bioanalyzer prior to selection of cells for library prep. Cell libraries were then sequenced using an Illumina NextSeq500 with a goal of 1 million reads per cell using 75 bp paired-end full length reads. Following barcode demultiplexing, FASTQ files were obtained from SFGF through the local Sherlock High Performance Computing cluster. This was the same procedure as our previous study [4].

### Data Processing

FASTQ files were aligned using *STAR* aligner (v2.5.3a) to the mouse genome (GRCm38 mm10) and quantified using *RSEM* (v1.3.0) [21, 22]. MultiQC was used to assess read quality [23]. Generated count matrices were imported into R statistical computing environment for downstream analysis.

### Quality Control and Normalization

We utilized previously published data for all sensory epithelial samples [4]. This included 1002 unfiltered cells that were downloaded from NCBI (GSE155966). The previously published data contained cells from ages P2, P4, and P6. Here, we only utilized the P4 and P6 cells from the previously published data. There were a total of 471 non-epithelial cells (new from this study) and 684 epithelial cells (from our prior study [4]) before quality control. ERCC spike-ins and mitochondrial gene percentages were calculated. All cells expressing more than 10% ERCC spike-in and containing more than 10% mitochondrial genes were excluded. Then, the isOutlier() function from *scuttle* was used to filter both outlier read counts (library size) and outlier number of detected features (genes). Those with a median absolute deviation (MAD) of 3 or greater were then filtered out. Gene levels were parsed by removing all genes that were not expressed in at least 3 cells, leaving a total of 25,695 genes. All data was processed using *Seurat*’s standard pipeline. Following quality control, we had a total of 955 cells comprised of high-quality epithelial and non-epithelial tissues. This was composed of 312 P4 cells and 643 P6 cells. Normalization was performed using the *Seurat* NormalizeData() function.

### Cell Clustering and Differential Gene Expression

We utilized the *Seurat* package to perform standard data pre-processing steps, including normalization, scaling, dimension reduction, and clustering. Uniform manifold approximation and projection (UMAP) dimensionality reduction was used. Graph-based clustering was then performed, cells were first embedded in a K-nearest neighbor (KNN) graph structure, and then a Louvain clustering algorithm was applied using the functions FindNeighbors() and FindClusters() using a clustering resolution of 0.8. The clustering resolution was determined using the *ChooseR* package, and an optimal resolution of 0.8 was determined to minimize over-clustering and over-splitting [24]. Differential gene expression was then performed to identify the highest differentially expressed genes among the different cell clusters with a log_2_ fold change of 2 or greater using the Wilcoxon rank sum test. The adjusted *p*-values are based on the Bonferroni correction method using all genes in the dataset using the function FindAllMarkers().

### Comparative Analysis of Cochlea and Utricle

We used the publicly available dataset from Rose et al. available at NCBI (GEO GSE217727) [17]. The P7 cochlear dataset was downloaded and preprocessed using the previously described thresholds for quality control in *Seurat *[17]. Following doublet removal using *DoubletFinder*, a UMAP was generated with a total of 4256 cochlear mesenchyme cells. The four subtypes of cochlear mesenchyme were annotated using marker genes from the published paper. Next, we subsetted out our utricle mesenchyme cells (P4 and P6) and created a merged *Seurat* object that subsequently underwent canonical correlation analysis (CCA) integration using *Seurat *[25]. Briefly, CCA integration takes the two datasets and harmonizes them by identifying anchoring genes following principal component analysis [25]. Notably, CCA integration has successfully been used for integrating single-cell RNA-seq datasets across batches, sequencing platforms, and single-cell data modalities. Specifically, it can integrate 10X and Smart-seq datasets [25]. Following integration, the entire dataset comprised of the utricle mesenchyme and cochlea mesenchyme underwent dimension reduction and plotted as a UMAP (Fig. S2C). To assign the utricle cells from the same embedding to the four subtypes of cochlear mesenchyme, we calculated the Euclidian distance for each utricular cell to the centroid of the four cochlear mesenchyme clusters which we considered as the reference. A summary table in R was then generated and plotted as a sunburst plot in Excel (Fig. S2D).

### Cell–Cell Communication Analysis

*CellChat* was used to infer the cellular communication patterns present in the dataset [26]. The specific ligand-receptor database used is maintained through *CellChatDB*, and the mouse species library consists of 2021 validated molecular interactions including 60% secreted autocrine/paracrine signaling interactions, 21% extracellular matrix (ECM)-receptor interactions, and 19% cell–cell interactions. Expression data was pre-processed using a standard workflow. Cellular communication patterns were visualized using the available methods: netVisual_circle(), netAnalysis_contribution(), netVisual_bubble(), and plotGeneExpression(). Signaling roles were identified as senders, receivers, mediators, and influencers through the calculation of network centrality scores. These network analysis scores were visualized using netAnalysis_signaling() and Role_network().

### Data Availability

The raw sequencing data, including all FASTQ files and metadata, is deposited in the NCBI Gene Expression Omnibus (GSE279713). Data is also uploaded into gEAR (https://umgear.org/p?l=025ab571), which is a publicly available portal for visualization and analysis of multiomic data.

### Code Availability

The code used to generate figures and plots is from standard indicated R package manuals. We have also created a detailed and annotated GitHub repository that contains all code used for the analysis described and to generate the figures (https://github.com/tahajanlab/published).

### Immunohistochemistry

Whole mount utricles were prepared and processed as previously described [4, 27]. Ice-cold HBSS was used for microdissection of utricles out of the temporal bone followed by 4% paraformaldehyde (Electron Microscopy Sciences 15710) fixation for 40 min on ice. Triton X-100 (0.1%) in PBS was used to wash the samples for 15–30 min three times. Blocking for non-specific antigens was performed using 5% donkey serum, 0.1% Triton X-100, 1% BSA (ThermoFisher BP1600), and 0.02% sodium azide (Sigma, S2002). Specimens were incubated with blocking solution at room temperature for 30–60 min prior to application of indicated antibodies overnight at 4 °C. The following day, samples were washed with 0.1% Triton X-100 in PBS three times, and secondary antibody was added with DAPI for 2 h at room temperature. Samples were once again washed with PBS alone three times prior to mounting using ProLong Gold Antifade mounting media (Invitrogen P36930). All experiments were performed in triplicate unless otherwise stated. Images were acquired using an A1R confocal microscope or Zeiss Apotome 3 upright system. Figures were prepared using Adobe Photoshop and Illustrator. Primary antibodies used in this study include rabbit-anti-Myosin7a (1:500–1:1000, Proteus Biosciences, 25–6790), monoclonal mouse-anti-Cytokeratin18 (1:200, Proteintech, 66187–1-Ig), rabbit-anti-Iba1 (1:1000, FUJIFILM Wako Chemicals, 019–19741), rat-anti-Pecam1 (1:50, Fisher, 551262), and mouse-anti-Epcam (1:1000, BioLegend, 118201). All secondary antibodies were Invitrogen Alexa Fluor® used at 1:400.

### *In Situ* Hybridization

*RNAscope*^*TM*^ from Advanced Cell Diagnostics was used for all in situ hybridization experiments. For cryosectioning, the protocol established by Jansson et al. (2018) [28] was followed. Briefly, otic capsules were fixed in 10% neutral buffered formalin for 12–16 h at 4 °C prior to serial sucrose gradient exposure and mounting in optimum cutting temperature (OCT) compound over dry ice. Tissue was sectioned at 10 microns 1–3 days prior to *RNAscope*^*TM*^ protocol. *RNAscope*^*TM*^ commercial protocols were used for multiplex fluorescent probe detection. Co-labeling with antibodies was performed at the very end of the protocol following the last amplification step. Antibodies were incubated with the tissue at indicated concentrations overnight at 4 °C in 0.1% Triton X-100. The next day, secondary antibody and DAPI incubation were performed as detailed above in the Immunohistochemistry section. All *RNAscope*^*TM*^ experiments were performed in triplicate unless otherwise stated.

### RNAScope^TM^ Quantification

For quantification of in situ hybridization (*RNAscope*^*TM*^), images were taken on a Nikon A1R confocal microscope and imported into ImageJ2 (Fiji, v2.14.0/1.54f) image processing software. Within Fiji, 6 consecutive z-stack slices were flattened into one image within a Z project. The number of condensed slices was kept consistent at 6 among each quantified image. While referencing the Myosin7a and DAPI fluorescent signal of the original composite image, a polygon was drawn around the mesenchymal (MES) and separately, the sensory epithelial (SE) compartments. Regions of background were excluded. These representative areas were then renamed and saved into the region of interest (ROI) manager to be utilized further downstream. On the single-color channel image, the background was subtracted with the set parameter of 3.0 pixels, and the threshold was taken with the given settings in Otsu applied. Steps to allow the image to be analyzed were then taken by making the image binary and then converting it to a mask. The image was further processed by selecting “close” and “watershed” in the binary tab. Lastly, the number of puncta was quantified with the saved areas in the ROI manager. This was done using the “Analyze Particles” function in Fiji to auto-count all of the puncta within the defined SE field and separately within the MES field. The MES field and SE field areas were then quantified using Fiji’s measure area tool (Command + M). The puncta counts and the whole area of the MES and SE fields were then recorded. If any red blood cell background was present within either the SE or MES, their area and count numbers were recorded and subtracted from their corresponding area. The respective number of puncta per MES or SE area was then calculated and plotted as a violin plot. In this way, we achieved the number of puncta per measured area to account for any differences in sectioning. Quantification violin plots and *t*-tests were performed in R statistical computing environment.

## Results

### Heterogeneity of Epithelial Cells

To investigate the epithelial and non-epithelial compartments of the utricle, we first mechanically separated these compartments (Fig. 1A), allowing for individual cell captures. We have previously characterized the epithelial cells of the postnatal mouse utricle [4]. Here, we used our previously published data from P4 and P6 sensory epithelia and added newly acquired P4 and P6 non-epithelial cells using the Smart-seq2 protocol [29]. 

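The deposited table holds single cells of utricles from mouse pups at postnatal days 4 and 6 (P4 and P6). Utricles of several mice were pooled before thermolysin treatment, the sensory epithelium was peeled from the tissue beneath it, and single cells of each part were sorted into wells, with doublets excluded at sorting by size. Smart-seq2 makes full-length cDNA from each cell. Its reads carry no molecular identifiers, so a read is not an independent molecule. The authors aligned the reads to the mouse genome (GRCm38) with STAR and quantified them per gene and cell with RSEM. The deposited values are RSEM's expected counts without normalization, for 52627 genes listed by symbol, and 80.5% of the values above 0 are whole numbers (equal to their rounded value, without tolerance). Each cell carries an age, a dissection (epithelial or non-epithelial) and a sequencing batch numbered from 1 to 6. The epithelial dissection gave 684 cells and the non-epithelial dissection 471. All epithelial P4 cells belong to batch 6 and all non-epithelial P4 cells to batch 5. The P6 cells of the epithelial dissection come from batches 1 to 5 and those of the non-epithelial dissection from batches 2, 4 and 6. The cell table names no animal, pool, plate or cell type, and the paper's text does not say whether the batches hold different animals. Cells were therefore not used as replicates, and gene levels were compared without p-values. Each level is the mean over cells in counts per 1000000 reads (CPM), and each log2 difference was taken after adding 1 CPM to both means. The spread given beside a difference is the combined SD of the log2 batch means of the 2 groups. For P4 against P6 mesenchymal cells, where P4 is a single batch, it is the SD of the P6 batches alone. Shares of cells carry exact 95% Clopper-Pearson intervals, which cover counting error only.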

Using a series of quality control steps (Fig. 1B–D), we identified 329 non-epithelial cells and 626 epithelial cells. 

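For the deposited cells, the limits of the methods were applied to the total reads and detected genes of each cell, at 3 median absolute deviations (MAD), together with the limits of 10% on mitochondrial and ERCC spike-in reads. The paper's text does not name the scale or the set of cells for the MAD, and the log scale over all deposited cells was used. The limits were then 116611 and 2539921 reads and 929 and 8807 genes. Of the cells, 129 fell outside these limits, and 35 had more than 10% mitochondrial reads. No cell exceeded the spike-in limit, since the 92 spike-ins hold 38 reads in the whole table. The filter kept 1007 cells, of which 632 came from the epithelial and 375 from the non-epithelial dissection. By age, 313 cells were from P4 and 694 from P6. Other readings of the MAD filter, chosen after seeing the data, kept 1117 cells on the linear scale, where the lower limit on reads is negative, 1025 cells with limits per sequencing batch, and 966 cells when the filter was repeated until no cell was lost. The repeated filter left 615 epithelial and 351 non-epithelial cells. The share of cells kept was 88.3% to 96.4% in the epithelial batches and 85.4% to 87.9% in the non-epithelial batches 2, 5 and 6. In non-epithelial batch 4 it was 48.9% (44 of 90 cells, 95% interval 38.2% to 59.7%).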

The median read count for non-epithelial cells is 625,900, and for epithelial cells is 583,033. 

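Among the kept cells, the median was 601086 reads per non-epithelial cell and 579964 per epithelial cell, and single cells ranged from 121621 to 1706056 reads. The batch medians ran from 386881 to 825592 reads in the 6 epithelial batches and from 272907 to 830615 in the 4 non-epithelial batches. The difference between the compartments lies within this range, and its sign depends on which batches enter. With each batch number left out of both dissections in turn, the epithelial median minus the non-epithelial median ran from -66615 to 19785 reads.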

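A gene was called detected in a cell with any count above 0. The kept non-epithelial cells had a median of 2608 detected genes and the epithelial cells 3320. The difference of 712 genes is larger than the spread between the batch medians of the compartments (combined SD 529 genes). The batch medians were 1858.5 to 2973.5 genes in the 4 non-epithelial batches and 3003 to 3754 in the 6 epithelial batches, so no non-epithelial batch reached an epithelial one. With each batch number left out of both dissections in turn, the difference stayed between 637.5 and 824 genes. When every cell was thinned to 200000 reads, the medians were 2446 and 3091 genes, a difference of 645. Thinning left out 17 non-epithelial and 14 epithelial cells with fewer reads.

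**Figure D1:**
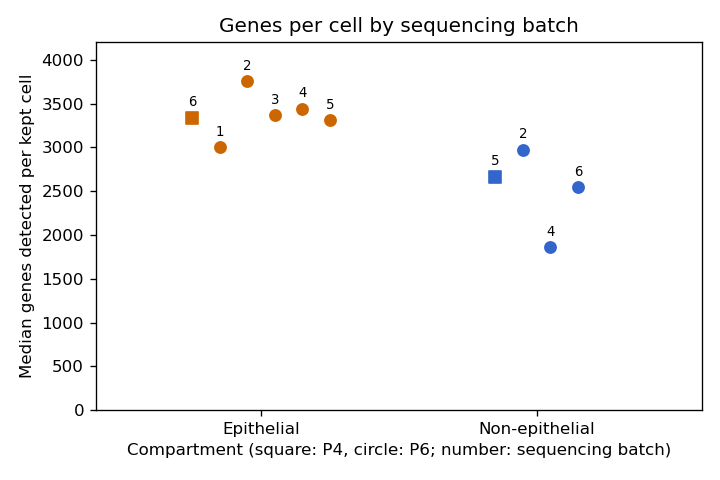
Median number of genes detected per kept cell (y axis) in each sequencing batch of the epithelial (orange) and non-epithelial (blue) dissections. Squares are P4 batches, circles are P6 batches, and the number above each point is the batch. The epithelial batches sit between 3003 and 3754 genes and the non-epithelial batches between 1858.5 and 2973.5.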

The median number of genes detected per cell was 2672 and 3326.5 in non-epithelial and epithelial cells, respectively. 

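The 1007 kept cells were clustered for this comparison, because the deposited cell table carries no cell types. Ward's method gave 40 clusters on 30 principal components of 2000 variable genes, from which every gene named in the paper's results was left out. Each cluster was then named after the marker genes the paper lists for its cell types. Type II hair cells had the highest median of detected genes per cell (4479), followed by type I hair cells (3680), roof cells (3340), TECs (2990) and supporting cells (2947). In the non-epithelial types the medians were 2876.5 genes in mesenchymal cells, 2758 in 3 melanocytes, 2175.5 in Schwann cells, 2125.5 in endothelial cells, 1991 in pericytes, 1913 in glia and 1671.5 in macrophages. As a count of differentially expressed genes, each type was compared with all other cells, and genes at least 4-fold higher in mean CPM + 1 and detected in 10% of the cells were counted. The count was taken in random sets of 12 cells, so that types of different size can be compared, and melanocytes were left out. It was 1104 genes in type I hair cells, 796.5 in type II hair cells, 792 in macrophages, 766 in endothelial cells, 651.5 in glia, 613 in mesenchymal cells and in pericytes, 571 in Schwann cells, 532 in supporting cells, 454 in TECs and 453 in roof cells. Over all cells of each type, the order was different, with 968 genes in type I hair cells, 862 in the 3 melanocytes, 810 in endothelial cells, 792 in macrophages, 597 in Schwann cells, 566 in glia, 559 in type II hair cells, then pericytes, 439 genes in roof cells, 428 in mesenchymal cells, 290 in supporting cells and 197 in TECs. The median of genes per cell at 200000 reads was compared with the count in sets of 12 cells, over 11 types without melanocytes. Pearson's r was 0.216 (2-sided permutation test, p = 0.524, 100000 resamples) and Spearman's rho was -0.0501 (permutation test, p = 0.888). Without type II hair cells and macrophages, the types farthest from the median on the measure of genes per cell, r was 0.24 over 9 types. This was the only relation of its kind computed, and cell types that share batches are not independent samples.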

We were curious by these differences in detectable genes per cellular compartment and found that among the 12 subsequently annotated distinct cell groups (Fig. 1E), the median number of detectable genes per cellular compartment loosely correlated with the cell type’s differentiation state (Fig. 1E’). 

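With type I and type II hair cells left out, the epithelial median fell to 2975 detected genes per cell against 2608 in the non-epithelial cells, a difference of 367 genes in place of 712. At 200000 reads per cell, the epithelial median without hair cells was 2758 genes, and the difference was 312. This last combination was chosen after seeing the data, as was the mean of the differences within P6 batches 2 and 4, which moved the difference most among the settings run, to 1181.25 genes. Counting a gene as detected from 5 reads gave medians of 2843 and 2227 genes with hair cells included, a difference of 616.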

In other words, taking the number of differentially expressed genes as a surrogate of differentiation status, we observe that hair cells account for most of the difference between the median number of detectable genes between the epithelial and non-epithelial cell compartments (Fig. 1E’). Differential gene expression using a non-parametric Wilcoxon rank sum test showed a total of 16,611 genes with a false discovery rate (FDR) < 0.1 (Fig. 1F). 

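In the clusters built here from the deposited counts, a cluster received the name of the cell type with the highest marker score if the score was at least 0.5 and at least 3 of that type's marker genes were detected in 25% or more of its cells. These thresholds, and 2 exclusions for clusters with markers of another type or few reads, were set after seeing the data. The 12 lists of markers each named at least 1 cluster. Clusters that met no list hold 83 cells, of which 55 came from the epithelial dissection (8.70% of its cells) and 28 from the non-epithelial dissection (7.47%).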

Cell annotation based on known marker genes revealed five epithelial cell types and seven non-epithelial cell types. Similar to our prior findings, the epithelial cells fall into categories of type I (*Xirp2*, *Kcna10*, *Atp2b2*) and type II (*Slc52a3*, *Atoh1*, *Rasd2*) hair cells, supporting cells (*Ush1c*, *Dkk3*, *Nptx1*, *Agr3*), transitional epithelial cells (TECs) (*Dclk1*, *Slc26a4*, *Cldn4*), and roof cells (*Enpep*, *Steap4*, *Panx3*). 

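The epithelial types held 198 type I hair cells, 85 type II hair cells, 146 supporting cells, 137 TECs and 17 roof cells. In the epithelial dissection, type I hair cells made up 31.0% of the 632 kept cells (95% interval 27.4% to 34.8%), supporting cells 22.9% (19.7% to 26.4%), TECs 20.7% (17.6% to 24.1%), type II hair cells 13.1% (10.6% to 16.0%) and roof cells 2.53% (1.45% to 4.08%). Of the groupings tried after seeing the data, Ward's method with 30 clusters gave 52 roof cells and with 50 clusters 17. Louvain clustering at resolution 0.8 named no cluster as roof cells. A Louvain cluster of 53 cells scored highest on the roof cell list, but 2 of its markers met the limit on detection where 3 were required. The other epithelial types differed by at most 10 cells between these groupings.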

The non-epithelial cells are comprised of periotic mesenchyme (*Otor*, *Dcn*, *Col1a2*), pericytes (*Vtn*, *Aspn*, *Kcnj8*), Schwann cells (*Mpz*, *Mag*, *Slc36a2*), glia (*Plp1*, *Cdh19*, *Gjc3*), endothelial cells (*Kdr*, *Cldn5*, *Ptprb*), macrophages (*Cx3cr1*, *C1qc*, *Pf4*), and melanocytes (*Tspan10*, *Mlana*, *Trpm1*). 

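The non-epithelial types held 226 mesenchymal cells, 34 pericytes, 26 glia, 20 Schwann cells, 20 endothelial cells, 12 macrophages and 3 melanocytes. Pericytes made up 8.53% of the 375 kept cells of the non-epithelial dissection (95% interval 5.91% to 11.8%), glia 6.93% (4.58% to 9.99%), Schwann cells 5.33% (3.29% to 8.12%), endothelial cells 4.80% (2.87% to 7.48%) and macrophages 3.20% (1.66% to 5.52%). Only 2 of the 3 melanocytes came from this dissection. Louvain clustering at resolution 0.8 named no cluster as glia or melanocytes, and gave 248 mesenchymal and 23 Schwann cells. The naming rule left a Louvain cluster of 22 cells unnamed, which scored 0.819 on the glia list and 1 on the melanocyte list. In that cluster, 0 melanocyte markers met the limit on detection, and *Cdh19*, a glia marker, was among the most raised genes.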

Taken together, these results define the cellular heterogeneity of the utricle with the epithelial compartment comprised of the hair cells, supporting cells, TECs, and roof cells, while the non-epithelial compartment is comprised primarily of mesenchyme with distinct other cell types.

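The dissection label of each cell, which the clustering did not use, can be set against its type. Of the 375 kept cells of the non-epithelial dissection, 12 were of an epithelial type (3.20%, 95% interval 1.66% to 5.52%), 8 of them in batch 5 and 4 in batch 6. Of the 632 cells of the epithelial dissection, 6 were of a non-epithelial type (0.949%, 95% interval 0.349% to 2.05%). No roof cell or hair cell cluster drew more than 2 cells from the non-epithelial dissection, and TECs drew 6. From the marker genes of these clusters, the paper concludes that the epithelial compartment holds hair cells, supporting cells, TECs and roof cells and that mesenchyme makes up most of the non-epithelial compartment.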

**Fig. 1:**
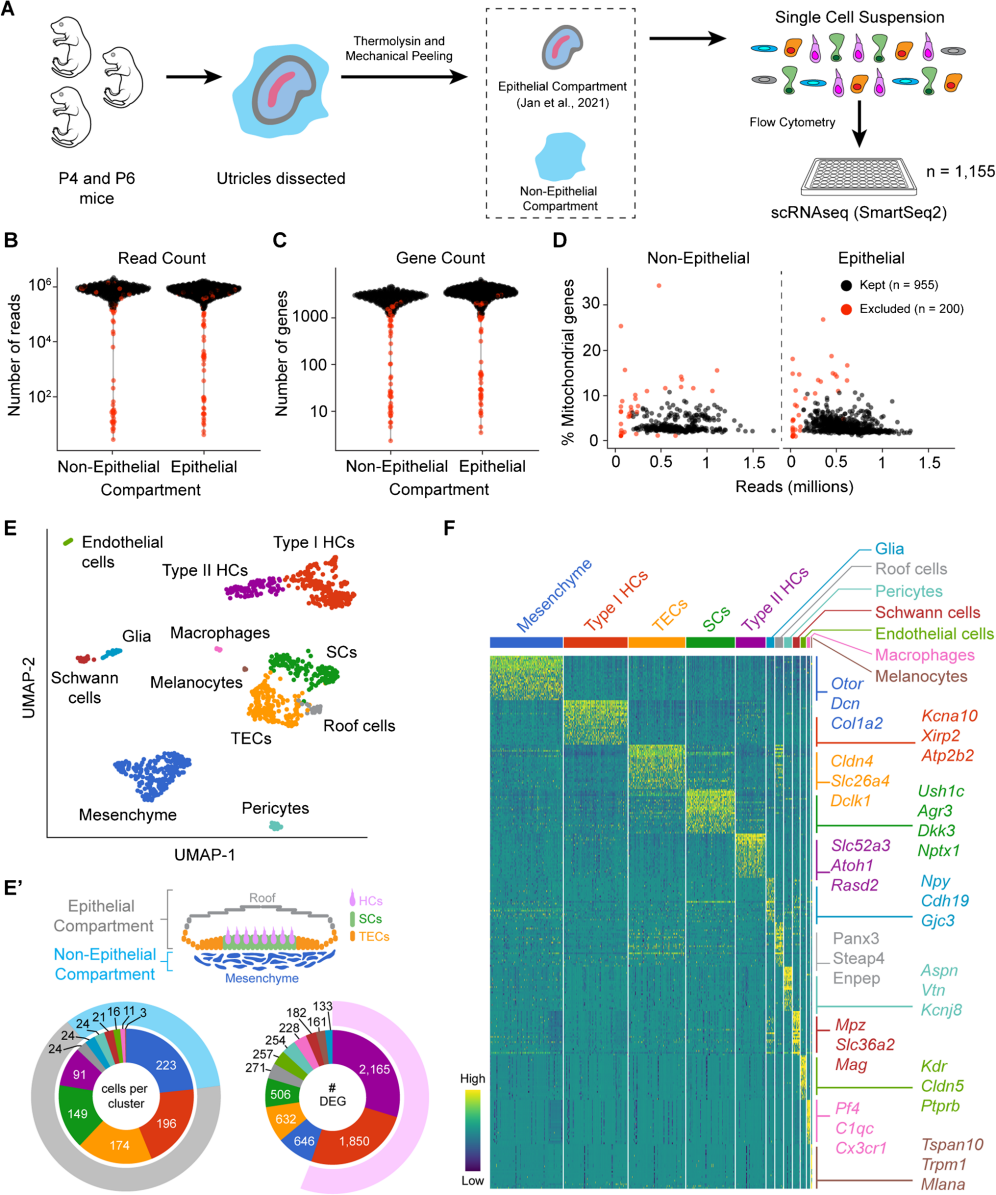
Transcriptomic diversity of the postnatal mouse utricle. **A** Schematic illustration of experimental setup depicting the harvest of utricles from neonatal mice (age P4 and P6). The sensory epithelium was separated from the underlying non-epithelial tissues following enzymatic digestion with thermolysin and mechanical peeling. These two compartments were separately placed into a single-cell suspension and underwent plate-based single-cell RNA sequencing using the Smart-seq2 method. Quality control was performed, and the cells that were excluded are highlighted in red and were based on **B** low read counts, **C** low gene counts, and **D** high percentage of mitochondrial genes. **E** UMAP plot of all cells (*n* = 955) that passed quality control. There were twelve identified clusters, and marker genes were used to annotate the cell types. **E’** Cross-sectional diagram of the utricle highlighting the epithelial and non-epithelial cell compartments. The sunburst plot on the left shows the number of cells per cluster with the outer gray rim representing the epithelial compartment and the light blue rim representing the non-epithelial compartment. The sunburst plot on the right depicts the total number of differentially expressed genes per cell group, highlighting the two hair cell groups in light purple as the cells with the highest number of differentially expressed genes. **F** Heatmap showing the top 25 differentially expressed genes in each cell cluster with representative genes shown on the right side of the heatmap (full list is provided in Supplementary Data File 1). The color on the heatmap depicts relative expression from low (dark blue) to high (yellow) expression

### Epithelial and Non-Epithelial Cell Compartments

We first focused our analysis on defining the differentiating features between the epithelial and non-epithelial compartments of the utricle (Fig. 2A). 

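*Epcam* lies on chromosome 17 of GRCm38 from 87635979 to 87651129 and encodes the epithelial cell adhesion molecule. It was detected in 80.9% of the kept cells of the epithelial dissection (511 of 632, 95% interval 77.6% to 83.9%) and in 6.13% of those of the non-epithelial dissection (23 of 375, 3.93% to 9.06%). The mean was 1194 CPM in epithelial and 49.1 CPM in non-epithelial cells. The log2 difference was 4.58, larger than the spread between batches (3.41), and with each batch left out in turn it stayed between 4.32 and 5.32. Taking the median of the cells in place of the mean moved it to 9.38, and the mean of the differences within P6 batches 2 and 4, a setting chosen after seeing the data, moved it most, to 10.06. From 10 CPM, *Epcam* was detected in 2.93% of the non-epithelial cells.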

Expression of the marker gene Epcam (CD326) has previously been reported as a pan-epithelial marker (Fig. 2B) [30]. This validated our metadata and computational prediction that hair cells, supporting cells, transitional epithelial cells, and roof cells are epithelial in origin. 

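By cell type, mean *Epcam* was 2178 CPM in roof cells, 2073 CPM in TECs and 2018 CPM in supporting cells, and it was detected in all 17 roof cells, all 137 TECs and 97.9% of supporting cells. Type II hair cells had a mean of 292 CPM with detection in 81.2% of cells (95% interval 71.2% to 88.8%), and type I hair cells 149 CPM with detection in 52.5% (45.3% to 59.6%). In mesenchymal cells the mean was 0.0585 CPM, and 9 of 226 cells held any *Epcam* read (3.98%, 1.84% to 7.42%). Pericytes, glia, endothelial cells and macrophages held none, which in the 34 pericytes allows a share of up to 10.3% (exact interval) and in the 12 macrophages a share of up to 26.5%.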

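Type I and type II hair cells together, 283 cells, had a mean *Epcam* level of 192 CPM. The 300 supporting cells, TECs and roof cells had 2052 CPM. The log2 difference was 3.41 with a spread between batches of 0.20, and it stayed between 3.37 and 3.47 with each batch left out in turn. Among the other scales, the mean of log-normalized values moved it most, to 2.99. Hair cells were still above mesenchymal cells, by 7.51 on the log2 scale with a spread of 0.17.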

Notably, *Epcam* expression is lower in hair cells (type I and type II hair cells) as a group compared to the remainder of the epithelial cells (Fig. 2B and C). Direct comparison of non-epithelial versus epithelial cells with a non-parametric Wilcoxon rank sum test shows 678 genes to be differentially enriched in the non-epithelial cells and 1255 genes differentially enriched in the epithelial cells (Fig. 2D). 

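With no animals or pools named for the cells, the compartments were compared by the size of the difference alone. Of the 10179 genes detected in at least 10% of the kept cells of either dissection, 482 were at least 4-fold higher in mean CPM + 1 in non-epithelial cells and 1089 in epithelial cells. For 444 and 1023 of these genes, every batch mean of the higher compartment lay above every batch mean of the other. This order is favoured by the choice of genes with a large difference. Among all 10179 genes, 914 and 1839 were ordered in this way, where 4 and 6 exchangeable batches would give 0.476% in each direction. The counts depend on which genes and cells enter. Without the detection filter they were 1242 and 1695, and without hair cells 407 and 533, of which 359 and 366 were also found with hair cells included. With each batch left out in turn, they ran from 464 to 531 and from 1059 to 1208. Among genes detected in at least 50% of the cells of the higher compartment, the largest log2 differences towards non-epithelial cells were those of *Dcn* (-9.01), *Pmp22* (-8.84), *Trf* (-7.86), *Col3a1* (-7.82) and *Col1a2* (-7.60), each larger than its spread between batches (1.90 to 2.29). Towards epithelial cells they were those of *Pls1* (5.90), *Otog* (5.67), *Tmod1* (5.61), *Spock1* (5.47) and *Tekt1* (5.15), with spreads of 0.71 to 3.17. Without batch 5, *Otog* rose to 10.26. *Dcn* lies on chromosome 10 from 97479609 to 97518143, with 5.55 CPM in epithelial and 3387 CPM in non-epithelial cells, and *Pls1* on chromosome 9 from 95752642 to 95845311, with 677 CPM and 10.4 CPM. Exons of *Tmod1*, *Trf* and *Col3a1* overlap those of *Tstd2*, *Gm20425* and *Gm47302*, so reads there can belong to either gene.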

To validate these computational results, we selected Krt18 for immunohistologic analysis. We chose *Krt18* as it is a well-known epithelial marker in other systems but has not been characterized in the inner ear. 

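*Krt18*, which encodes keratin 18, lies on chromosome 15 of GRCm38 from 102028180 to 102032027. Across the dissections, its mean was 1459 CPM in epithelial and 118 CPM in non-epithelial cells, a log2 difference of 3.62 with a spread between batches of 2.18. Supporting cells, TECs and roof cells together had a mean of 2589 CPM, with *Krt18* detected in 89.7% of 300 cells (95% interval 85.7% to 92.9%). Mesenchymal cells had 34.9 CPM, with detection in 15.5% of 226 cells (11.0% to 20.9%). The log2 difference between these groups was 6.17, larger than its spread (2.35). Hair cells had 9.15 CPM, with detection in 8.48% of 283 cells (5.51% to 12.4%). The log2 difference of hair cells from mesenchymal cells was -1.82, within its spread (2.42), and that of the other epithelial types from hair cells was 7.99 (spread 0.90).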

*Krt18* is more highly expressed in epithelial cells compared to mesenchyme (Fig. 2D–F) (*p* < 0.001). Antibodies to Krt18 label cells in the epithelial cell layer, primarily supporting cells, with some limited expression in hair cells (Fig. 2G, Fig. S1).

**Fig. 2:**
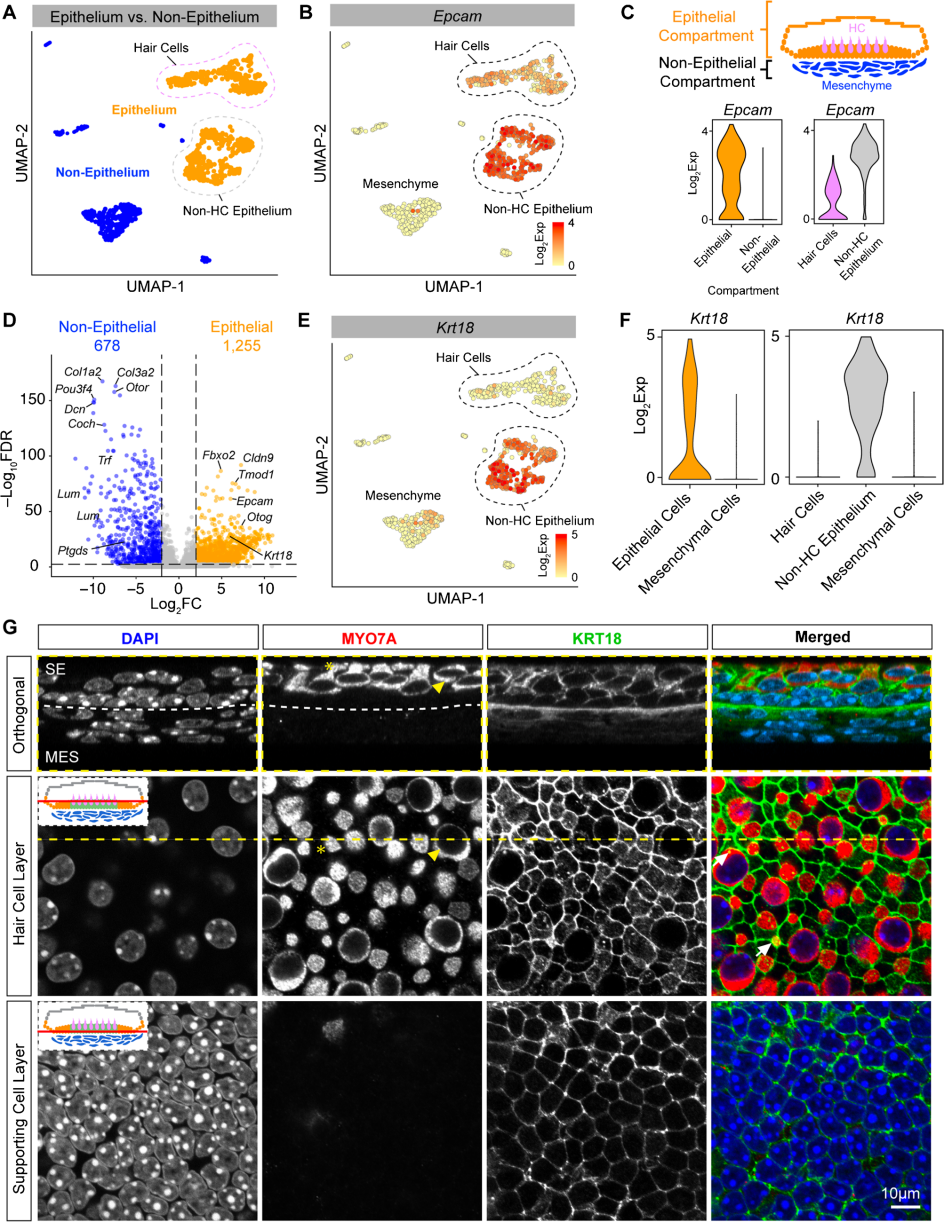
Epithelial and non-epithelial compartments of the utricle. **A** UMAP plot depicting the sensory epithelial cells in orange and their hair cell and non-hair cell subsets and the non-epithelial cells in blue. **B** *Epcam* expression plot demonstrating the log2 expression in each cell plotted on the UMAP. **C** *Epcam* is a marker that differentiates the epithelial compartment from the non-epithelial compartment and is present in both hair cells and non-hair cell epithelium, albeit lower in expression in hair cells. **D** Volcano plot demonstrating the genes enriched in the epithelial cells versus the non-epithelial cells as calculated by pseuodbulk *DESeq2* analysis. A total of 678 genes are enriched in the non-epithelial compartment, while 1255 genes are enriched in the epithelial compartment (full list of genes provided in Supplementary Data File 2). **E, F** *Krt18* is a marker that is found primarily in non-hair cell epithelial cells as shown on this UMAP expression plot and violin plot with occasional low expression in hair cells. **G** Anti-KRT18 antibody stains primarily the supporting cells (green) in the epithelial cell layer, with anti-MYO7A (red) as a hair cell cytoplasmic stain and nuclei stained with DAPI (blue). Orthogonal image is at the level of the hair cell layer indicated by the yellow dotted line. There are occasional hair cells that co-label with MYO7A (white arrows in merged column). Note the lack of expression of KRT18 in the mesenchyme layer. Cartoon diagram inset depicts (red horizontal line) the level at which the image was acquired. SE, sensory epithelium; MES, mesenchyme. Asterisks and arrowheads indicate the same cells

### Perivascular and Immune Cells

The non-epithelial compartment of the utricle is rich in other cell types: endothelial cells, pericytes, Schwann cells, glia, macrophages, and melanocytes. Each of these cell groups has unique molecular markers when compared to all other cells in the dataset (Fig. 3A–G). 

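Marker genes named for these types were compared between each type and all other kept cells. Genes that served here to name the clusters, among them *Rgs5* for pericytes and *Cldn5* for endothelial cells, are high in the types they named by construction and were not counted as evidence. Each of the other genes whose values are given here for the 6 types of Fig. 3 had its highest mean among the named types in the type the paper gives, except *Ednrb*, which was higher in melanocytes than in glia.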

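Glia numbered 26 cells, all from the non-epithelial dissection. *Ednrb* had a mean of 4139 CPM in glia and 134 CPM in the 981 other cells, a log2 difference of 4.94 with a spread between batches of 0.63. In the 3 melanocytes its mean was 11702 CPM. The median of the cells in place of the mean moved the *Ednrb* difference most, to 11.48. *Arpc1b* was 4.03 higher in glia on the log2 scale (2011 against 122 CPM, spread 1.49) and *Fabp7* 5.19 higher (2062 against 55.6 CPM, spread 2.23). *Fabp7* was detected in 69.2% of glia (95% interval 48.2% to 85.7%) and also in 49.1% of mesenchymal cells (42.4% to 55.8%), at a mean of 124 CPM. Exons of *Arpc1b* overlap those of *Pdap1* on the other strand.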

Glial cells express marker genes such as *Ednrb*, *Arpc1b*, and *Fabp7* (Fig. 3B). 

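Pericytes numbered 34 cells. *Itga1* had a mean of 1213 CPM in pericytes and 8.61 CPM in the 973 other cells, a log2 difference of 6.98 (spread 1.69). *Gucy1a3*, listed as *Gucy1a1* in the annotation (chromosome 3, 82092427 to 82145789), had 1371 against 6.20 CPM, a difference of 7.57 (spread 4.74). *Ednra* had 1427 against 33.3 CPM, a difference of 5.38 (spread 2.88), with the next highest mean in TECs (162 CPM). Exons of *Ednra* overlap those of *4933431K23Rik* on the other strand, and exons of *Itga1* overlap those of *Gm49395*. *Rgs5*, with 92422 CPM in pericytes, served to name their clusters.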

Intimately associated with the vasculature are pericytes that express *Itga1*, *Gucy1a3*, *Rgs5*, and *Ednra* (Fig. 3C). *Mpz*, *Plp1*, *Mbp*, and *Pmp22* are all known Schwann cell genes that are defining features of utricular Schwann cells as well (Fig. 3D) [16]. 

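In the 20 Schwann cells, *Mbp* had a mean of 20109.9 CPM against 71.3 CPM in the 987 other cells, a log2 difference of 8.12 (spread 1.91), and was detected in every Schwann cell. *Pmp22* had 50641 against 257 CPM, a difference of 7.62 (spread 3.06). Glia had the next highest means of both genes, 2257 CPM for *Mbp* and 3785 CPM for *Pmp22*.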

The vasculature of the utricle consists of vascular endothelial cells that express *Cldn5*, *Flt1*, *Ppp1r16b*, and *Pecam1* (Fig. 3E). 

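In the 20 endothelial cells, mean *Pecam1* was 956 CPM against 0.0684 CPM in the other cells, a log2 difference of 9.81 (spread 0.86). *Flt1* was 8.15 higher (1764 against 5.20 CPM, spread 1.76) and *Ppp1r16b* 7.62 higher (2099 against 9.67 CPM, spread 2.42).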

Utricle macrophages express hallmark genes such as *Csf1r*, *Aif1*, *Cd83*, and *C1qb* (Fig. 3F) [31]. 

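The 12 macrophages had 4094 CPM of *Csf1r* against 1.03 CPM in the 995 other cells, a log2 difference of 10.98 (spread 1.16). The differences of *C1qb* (10.00), *Cd83* (8.79) and *Aif1* (8.57) were also larger than their spreads of 1.04, 2.18 and 0.80. Exons of *Csf1r* overlap those of *Hmgxb3* on the other strand.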

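The cluster named as melanocytes holds 3 cells, 1 of them from the epithelial dissection, so its values rest on very few cells. Mean *Gpnmb* was 8637 CPM in these cells and 0.00932 CPM in the 1004 others, and mean *Tyrp1* was 10066 and 0.00903 CPM. On the log2 scale the differences were 13.06 for *Gpnmb*, 13.28 for *Tyrp1*, 10.93 for *Kcnj13* and 10.82 for *Pmel*. The 3 cells lie in batches 5 and 6, so the spreads of these differences (1.18 to 3.04) rest on batch means of 1 and 2 melanocytes. Exons of *Pmel* overlap those of *Cdk2* and *Dgka*, and exons of *Kcnj13* those of *Gigyf2*.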

Finally, melanocytes are pigment-expressing cells of the inner ear that display *Gpnmb*, *Tyrp1*, *Pmel*, and *Kcnj13* (Fig. 3G). The macrophage marker, Iba1 (*Aif1*), is observed to be adjacent to the rich vasculature of the non-epithelial compartment as marked by Pecam1 immunolabeling and absent from the epithelial compartment (Fig. 3H). These diverse cell types highlight the non-epithelial compartment’s roles in nutrient supply via the vasculature and the prominent role of the immune system via macrophages and glial cells.

**Fig. 3:**
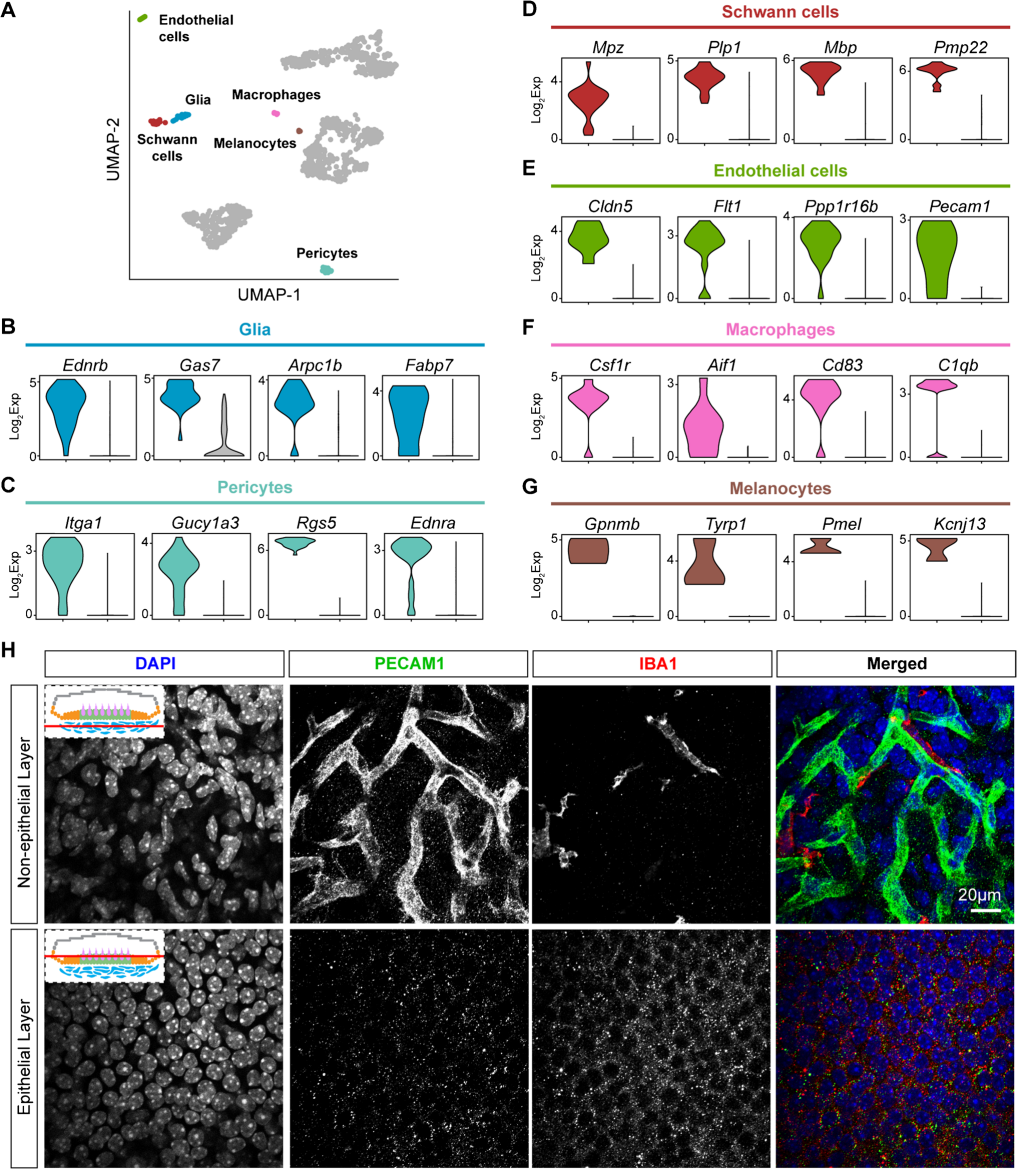
Non-mesenchymal cell types of the non-epithelial compartment. **A** UMAP highlighting annotated non-epithelial and non-mesenchymal cell clusters. **B**–**G** Violin plots of four differentially expressed genes in each cell cluster compared to all other cells in the dataset on a log2 expression scale. **H** Whole mount immunohistochemistry of the mouse utricle showing the macrophage marker anti-IBA1 (red, also known as AIF1) and the endothelial cell marker anti-PECAM1 (green) found adjacent to each other in the non-epithelial compartment. These two cell markers are absent in the epithelial compartment (second row). Cartoon diagram inset depicts (red horizontal line) the level at which the image was acquired

### Mesenchymal Cells

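Mesenchymal cells made up 225 of the 375 kept cells of the non-epithelial dissection, or 60.0% (95% interval 54.8% to 65.0%), against 32 pericytes as the next largest type. Louvain clustering and Ward's method with 50 clusters, both tried after seeing the data, gave 246 mesenchymal cells, or 65.6%.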

The mesenchymal cells within the non-epithelial compartment are the dominant cell type (Fig. 1E). 

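Of the 5 genes that mark this population in the paper, *Otor*, *Dcn*, *Coch* and *Car3* served here to name the mesenchymal clusters, and their level against other types is therefore not independent of the grouping. Between the dissections, which were labelled without regard to expression, their means were 8842 CPM in non-epithelial and 168 CPM in epithelial cells for *Otor*, 3414 and 24.7 CPM for *Coch*, and 17440.3 and 406 CPM for *Car3*. On the log2 scale, epithelial minus non-epithelial, the differences were -5.71, -7.06 and -5.42, with spreads between batches of 3.86, 2.16 and 2.05. *Ptgds* was not used for naming. It had 10058 CPM in mesenchymal cells and 1449 CPM in all others, a log2 difference of 2.79 that lies within its spread (3.04). Its mean was 24801 CPM in the 3 melanocytes and 11976 CPM in the cells of unnamed clusters. An unnamed cluster of 39 cells, 24 of them from the non-epithelial dissection, scored highest on the mesenchymal list (0.448, below the limit of 0.5). *Ptgds* was first among the most raised genes of that cluster. The group of all other cells thus includes cells that resemble mesenchyme. With Louvain clusters in place of Ward clusters, the *Ptgds* difference was 5.97. Between the dissections, *Ptgds* differed by -5.90 (spread 2.02).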

The main cluster of mesenchymal cells is characterized by the expression of *Otor*, *Dcn*, *Coch*, *Car3*, and *Ptgds* (Fig. 4A). Within the cochlea, there are multiple types of mesenchymal cells during development prior to the onset of hearing [17]. We therefore hypothesized that there are also different subgroups of mesenchymal cells within our data. To answer this question, we subset the mesenchymal cells into a separate manifold (Fig. 4B and C). 

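The mesenchymal cells were clustered again with Seurat (2000 variable genes, 10 principal components, Louvain), at the first resolution in steps of 0.1 that gave 3 clusters, which was 0.3. Each cluster was matched to the lists of genes in Table S3, of which 22 genes for S0, 54 for S1 and 37 for S2 were used, as the list whose genes had the highest mean z score in its cells. The mesenchymal cell of the epithelial dissection was left out of all counts by age. The S0-like cluster then held 88 of 225 cells (39.1%, 95% interval 32.7% to 45.8%), the S1-like cluster 95 (42.2%, 35.7% to 49.0%) and the S2-like cluster 42 (18.7%, 13.8% to 24.4%).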

Reclustering revealed three distinct subpopulations of mesenchyme (S0, S1, and S2) (Fig. 4C). 

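In these clusters, *Plekhb1* (chromosome 7, 100642892 to 100662414), *Col8a1* (chromosome 16, 57624258 to 57754737) and *Dmp1* (chromosome 5, 104202613 to 104214102) are among the genes that matched them to S0, S1 and S2, and are not independent of the match. A comparison that needs no clusters is that of all 104 P4 with all 121 P6 mesenchymal cells. *Plekhb1* had 239.9 CPM at P4 and 87.9 CPM at P6, a log2 difference of 1.44 (spread between the P6 batches 0.63). The P4 batch lay above each of the 3 P6 batches. The spreads given here hold no variation at P4, which is a single batch. The median of the cells in place of the mean moved this difference most, to 0. *Col8a1* had 53.8 and 413 CPM, a difference of -2.92 (spread 0.28), and *Dmp1* 105 and 373 CPM, a difference of -1.82 (spread 0.83). For both genes, the P4 batch lay below each P6 batch. With each batch left out in turn, *Dmp1* ran from -2.23 to -1.14 and *Col8a1* from -3.14 to -2.75. Among the other settings, *Dmp1* reached 0 and *Col8a1* stayed between -7.80 and -1.30.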

Differential gene expression among these three clusters shows unique marker genes such as *Plekhb1*, *Col8a1*, and *Dmp1* for S0, S1, and S2, respectively (Fig. 4D–G). We further hypothesized that some of the clusters of mesenchymal cells are age-dependent. To test this, we determined the proportion of cells of each cell cluster based on age (Fig. 4H). This demonstrates that in cluster S0, there is a higher proportion of cells from P4 than P6 when compared to clusters S1 and S2 (Chi-squared, *p* = 1.639 × 10^−6^).

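P4 and P6 mesenchymal cells came from different sequencing batches, with all 104 P4 cells in batch 5 and the 121 P6 cells in batches 2, 4 and 6. Age and batch cannot be told apart in these cells. Among P4 cells, 70.2% were in the S0-like cluster (73 of 104, 95% interval 60.4% to 78.8%), 23.1% in the S1-like and 6.73% in the S2-like cluster. Among P6 cells, 12.4% were in the S0-like cluster (15 of 121, 7.11% to 19.6%), 58.7% in the S1-like and 28.9% in the S2-like cluster. The S0-like share was 4.44% in P6 batch 2 (2 of 45), 11.1% in batch 4 (2 of 18) and 19.0% in batch 6 (11 of 58).

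**Figure D2:**
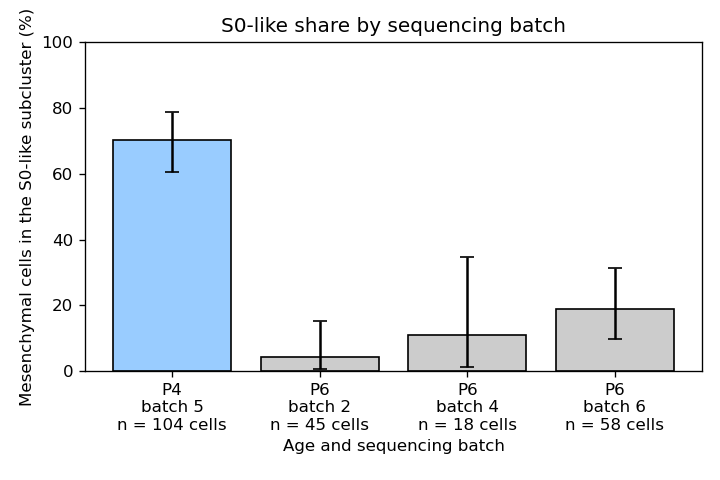
Share of mesenchymal cells in the S0-like cluster (y axis, percent) in the P4 batch (blue) and each of the 3 P6 batches (grey), with the number of cells under each bar. Error bars are exact 95% intervals for counting error. The P4 batch stands at 70.2% and the P6 batches between 4.44% and 19.0%.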

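By cluster, P4 cells made up 83.0% of the S0-like cluster (73 of 88, 95% interval 73.4% to 90.1%), 25.3% of the S1-like cluster (24 of 95, 16.9% to 35.2%) and 16.7% of the S2-like cluster (7 of 42, 6.97% to 31.4%). The difference between the S0-like shares at P4 and P6 was 57.8 percentage points, and it stayed between 53.1 and 63.8 points with each batch left out in turn. The resolution that gave 2 clusters moved it most, to 22.2 points. No test was made, because cells of 1 pool are not independent and the P4 cells form a single batch. Over the genes of Table S3, the median log2 difference between P4 and P6 mesenchymal cells was 1.04 for the 22 S0 genes, -1.06 for the 54 S1 genes and -0.69 for the 37 S2 genes, against 0.11 for all 8473 genes compared. The P4 batch lay above every P6 batch for 18 of the S0 genes, and below every P6 batch for 41 of the S1 genes and 18 of the S2 genes. In the opposite direction were 7 of the S2 genes and 0 of the S0 and of the S1 genes. Of all genes, 29.8% lay above and 14.3% below every P6 batch, where chance gives 25% each. The paper chose these lists on the same cells, so they are not independent evidence. Under the rule for naming genes, the largest differences towards P4 were those of *Gm9780* (3.26), *Tnpo3* (3.18), *Rxfp3* (3.10), *Anks1b* (2.92) and *Tmem132c* (2.65), and towards P6 those of *Ucma* (-4.45), *Ptgds* (-3.80), *Cnmd* (-3.57), *Sfrp4* (-3.53) and *Cacng4* (-3.23). All 10 were larger than their spreads between the P6 batches, which the choice of the largest differences favours. These spreads hold no variation at P4. Without batch 6, *Gm9780* rose to 4.51 and *Tmem132c* to 5.24. Exons of *Tnpo3* overlap those of *Irf5* on the other strand. From the proportions of the ages in each cluster, the paper concludes that S0 holds a larger part of P4 cells than S1 and S2.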

**Fig. 4:**
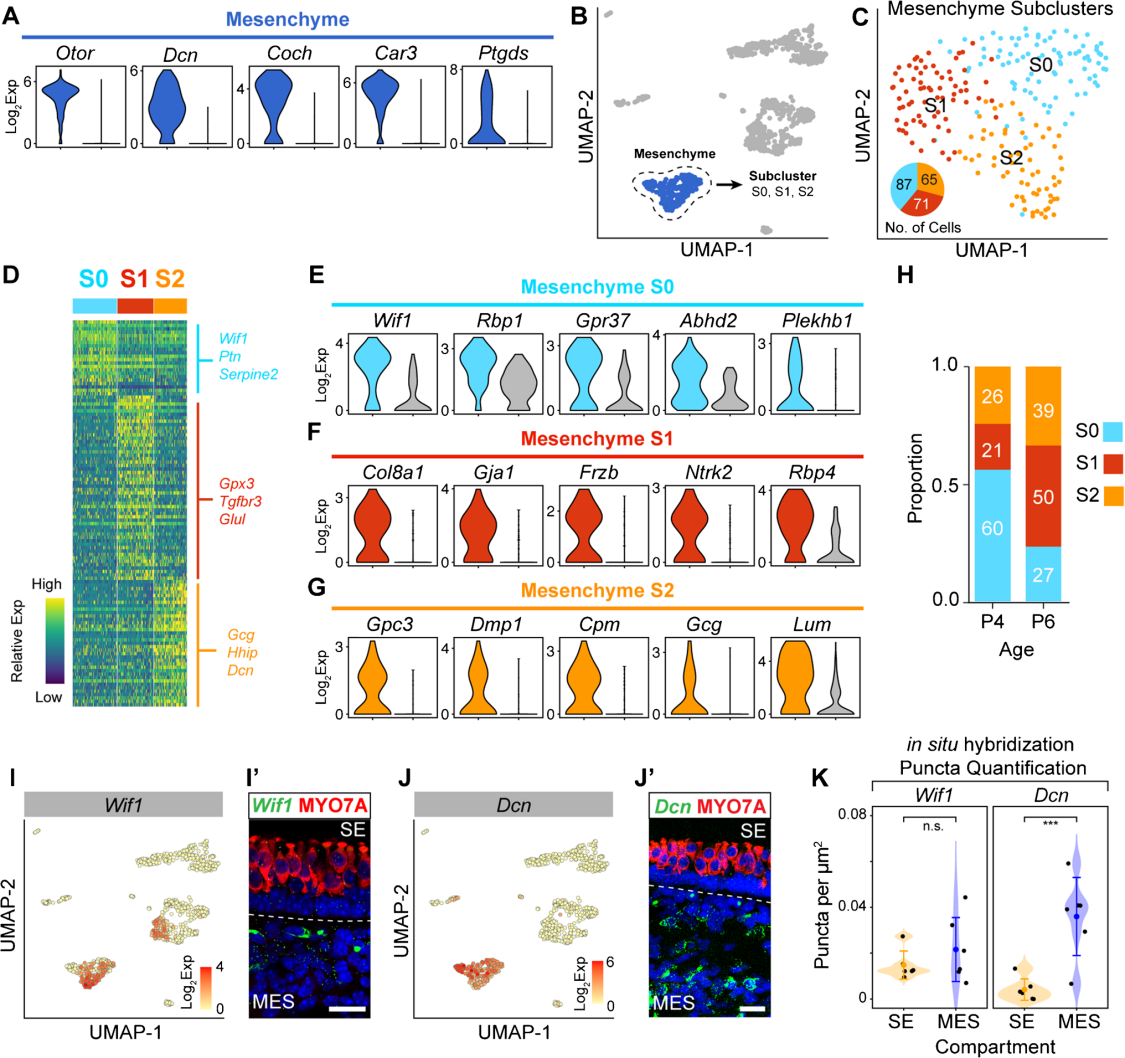
Heterogeneity of mesenchymal cells. **A** The top differentially expressed genes in the mesenchymal cell cluster compared to all other cells plotted on a log2 expression scale. **B** UMAP highlighting the mesenchyme cell cluster in blue, and these cells were subsetted and reclustered. **C** Reclustering of the mesenchyme cell group revealed three computationally distinct cell states (S0, S1, and S2) and are plotted on a UMAP, with their distribution in the pie chart inset. **D** Heatmap of the top differentially expressed genes in each mesenchymal cell state (subcluster) with the top three highlighted genes listed on the right (complete list of genes in Supplementary Data File 3). **E**–**G** Violin plots depicting the log2 expression of the representative differentially expressed genes in the three different cell states determined by reclustering the mesenchymal cell group, **E** for S0, **F** S1, and **G** S2. **H** The proportion of cells originating from P4 and P6 mice in each cell state are plotted here. In S0, there is a statistically greater proportion of P4 origin cells when compared to S1 and S2 states based on *X*^*2*^-testing (*X*^*2*^(2, *n* = 223) = 26.642, *p* < 0.001). **I, I’** UMAP plot showing log2 expression of the mesenchymal marker *Wif1*. Combined in situ hybridization of *Wif1* and immunohistochemistry of MYO7A shows *Wif1* mRNA (green) to be primarily localized to the mesenchymal layer (this is a part of the full image shown in Fig. S2D). DAPI is shown in blue. **J, J’** UMAP plot showing *Dcn* expression to be highly specific to mesenchymal cells with combined in situ hybridization and immunohistochemistry validation confirming expression of *Dcn* mRNA in the mesenchymal layer (this is part of the full image shown in Fig. S2E). DAPI is shown in blue. **K** Quantification of in situ hybridization puncta shows that *Wif1* expression trends towards higher levels in the mesenchyme, although this is not statistically significant (*t*-test, *p* = 0.3232), while expression of *Dcn* is much higher in the mesenchymal compartment compared to the sensory epithelium (*t*-test, = 0.00525). Scale bars = 20 µm; SE, sensory epithelium; MES, mesenchyme

While some of the pan-mesenchymal markers, such as *Ptgds*, are ubiquitous in the mesenchyme of multiple organs, others are specific to the inner ear, such as *Otor* and *Coch* [32, 33], highlighting the unique role of mesenchyme within the inner ear. We performed validation experiments in postnatal utricles focusing on *Wif1* and *Dcn* expression (Fig. 4I–K, S2A–B), both of which are pan-mesenchymal marker genes. 

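*Wif1* (chromosome 10, 121033960 to 121100650) had a mean of 901 CPM in mesenchymal cells and was detected in 55.3% of them (125 of 226, 95% interval 48.6% to 61.9%). TECs had 393 CPM with detection in 43.1% (59 of 137, 34.6% to 51.8%). The log2 difference between mesenchymal and all other cells was 3.31, within its spread between batches (5.01). By age, mesenchymal *Wif1* was 1441 CPM at P4 and 443 CPM at P6, with detection in 79.8% of P4 cells (70.8% to 87.0%) and 34.7% of P6 cells (26.3% to 43.9%), and the P4 batch lay above each P6 batch. *Dcn* went the other way, with 1798 CPM at P4 and 6893 CPM at P6, a log2 difference of -1.94 (spread 0.54). It was detected in 83.7% of P4 and 95.9% of P6 mesenchymal cells.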

Combined in situ hybridization with anti-MYO7A immunohistochemistry shows that *Wif1* mRNA is localized primarily in the non-epithelial compartment of the utricle (Fig. 4I and I’; S2A). *Dcn*, another mesenchymal marker, was also primarily localized to the mesenchymal layer (Fig. 4J and J’; S2B). Given the quantitative nature of the transcriptomic computational analysis, we sought to determine if this translated to the tissue level. We therefore quantified mRNA expression in our tissue sections for both *Wif1* and *Dcn*. Quantification of mRNA puncta was carried out and separated by epithelial and non-epithelial compartments (Fig. 4K). There is a statistically significant difference between *Dcn* expression in the epithelial compartment compared to the non-epithelial compartment. However, analysis of *Wif1* compartments showed that while there is a trend toward high expression in the non-epithelial compartments, this is not statistically significant (Fig. 4K). One possible explanation for the variability seen with *Wif1* in the non-epithelial compartment may be hidden spatial distributions that are not well captured by cryosections and better determined on whole mount preparations.

We next compared the utricular mesenchymal cells with recently investigated cochlear periotic mesenchyme. Rose et al. (2023) showed that the developing cochlea from embryonic day 15 and postnatal day 7 harbors four spatially distinct mesenchymal cell populations consisting of basement membrane (type I), spiral limbus (type II), modiolar (type III), and lateral wall (type IV) [17]. We reasoned that our postnatal dataset from P4 and P6 is closest developmentally to the available cochlear postnatal P7 dataset from Rose et al. (2023). Therefore, we integrated the P7 cochlea mesenchyme data with our P4 and P6 utricle mesenchyme data into the same manifold UMAP space (Fig. S2C). The utricle mesenchyme transcriptionally resembles the type IV lateral wall and type II spiral limbus cochlear mesenchyme. Nearly 90% of the utricular mesenchyme co-cluster with the type IV and type II cochlear mesenchyme (Fig. S2D). These findings support the notion that the mesenchymal cells of the vestibular apparatus resemble the cochlear mesenchyme.

### Crosstalk Between Cell Groups

The utricle has an epithelial compartment that spans the sensory and non-sensory epithelium (transitional epithelial cells and roof cells), as well as a non-epithelial compartment composed primarily of mesenchymal cells (Figs. 1E and 5A). To test the hypothesis that different cell groups in these compartments are communicating among each other, we utilized the *CellChat* algorithm. This computational algorithm quantitatively infers signaling inputs and outputs using single-cell RNA-seq data [26]. *CellChat* utilizes the Kyoto Encyclopedia of Genes and Genomes (KEGG) database and a manually curated primary literature database to interrogate approximately 2021 ligand-receptor pairs comprising secreted signaling molecules, extracellular matrix-receptor interactions, and cell–cell contacts [26]. We focused our analysis on the five sensory epithelial cell groups and the mesenchymal cells. Our computational data shows a rich environment of intercellular interactions among nearly all the groups of cells tested (Fig. 5B). The cumulative number of significant paracrine signal interactions from the mesenchymal cells totals 63, while roof cells, type II HCs, supporting cells, TECs, and type I hair cells have cumulative significant outgoing signaling interactions totaling 57, 32, 43, 50, and 29, respectively. The number of significant paracrine interactions for mesenchymal cells, roof cells, type II HCs, supporting cells, TECs, and type I HCs were 15, 17, 4, 12, 12, and 1, respectively (Fig. 5B). Taken together, these data reveal the rich paracrine and autocrine signaling that is present among all of the tested cell types with particularly high outgoing signals by the mesenchymal cells.

**Fig. 5:**
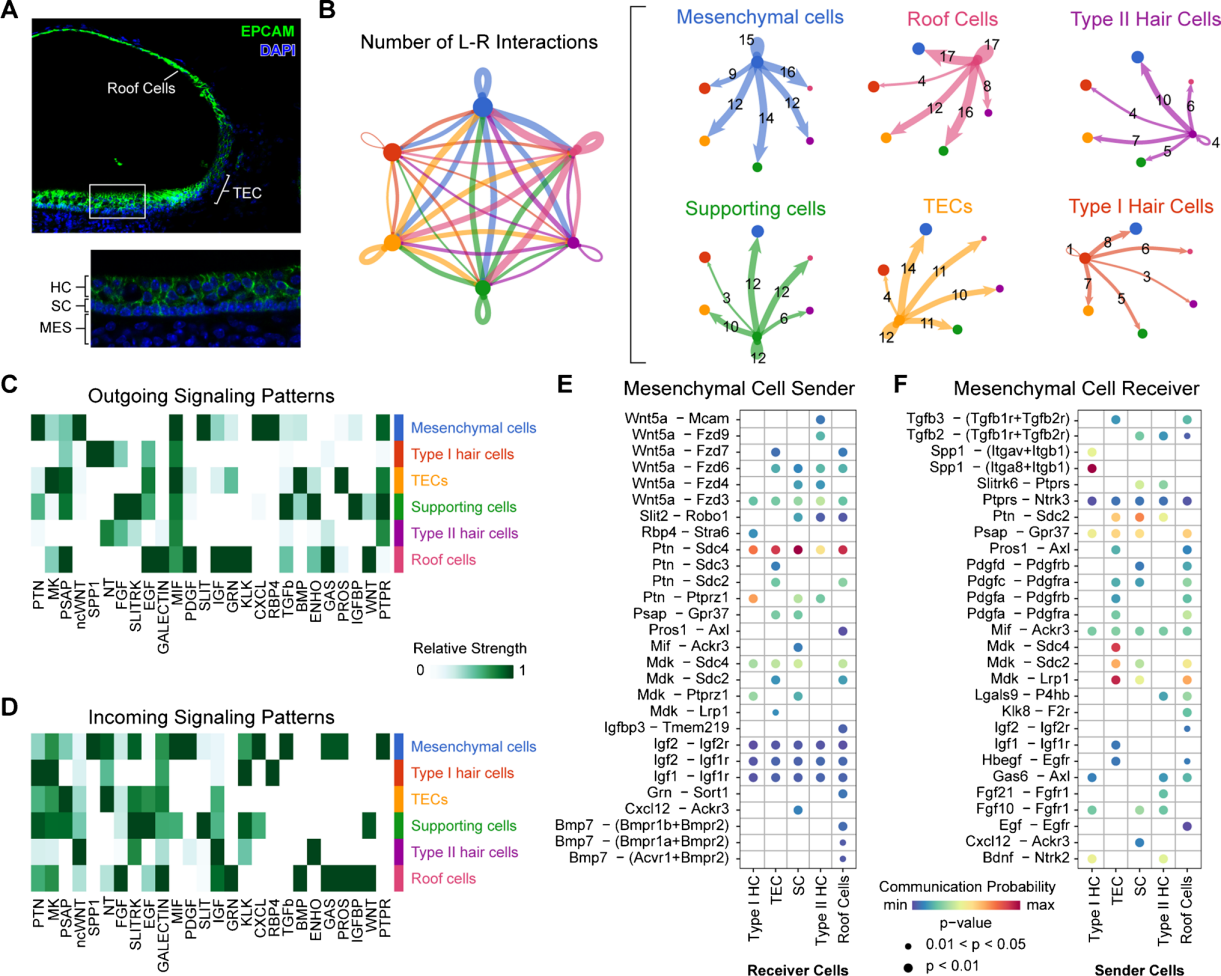
Mesenchymal cells are the dominant signal senders. **A** A confocal microscopy image staining epithelial cells marked by anti-EPCAM antibody (green) and DAPI nuclei (blue) showing the location of roof cells, transitional epithelial cells (TEC), hair cells (HC), and supporting cells (SC). The mesenchymal (MES) cell compartment is located beneath the epithelial cells. **B** A plot depicting the number of inferred ligand-receptor interactions between each cell cluster. Individual outgoing patterns for each cell type are shown, and the thickness of each arrow represents the number of paracrine signaling interactions, and loops represent autocrine signaling. The number of ligand-receptor interactions is labeled. The dot size reflects the proportional number of cells in each cluster. **C, D** Heatmaps demonstrating dominant outgoing signaling (**C**) and incoming signaling (**D**) patterns for each cell cluster. For the mesenchymal cell cluster, the communication probability (warmer colors show higher probability and cooler colors lower probability) is plotted on the dot plots for the **E** mesenchymal cells as signal senders and **F** mesenchymal cells as signal receivers

The identity of the signaling pathways consists of 26 pathways with significant interactions among the different cell types (Fig. 5C and D). These signaling pathways fall into three general outgoing and incoming patterns (Fig. S3). We reasoned that since in multiple other systems mesenchymal cells are dominant signal senders, we focused on mesenchymal cells to identify specific ligand-receptor pairs with statistically significant interactions (Fig. 5E and F) [9, 11, 12]. Different cell groups within the epithelial compartment have varying interactions with the mesenchymal signals that are received (Fig. 5C and D). For example, the IGF pathway through Igf1, Igf2, and Igf3 appears to have ubiquitous but low levels of signaling to all five cell types within the epithelial compartment through both Igf1r and Igf2r. However, Bmp7 signaling that originates from the mesenchyme is primarily received by the roof cells through a combination of co-receptors: Bmpr1b + Bmpr2, Bmpr1a + Bmpr2, and Acvr1 + Bmpr2. 

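The ligand and receptor values behind these predictions were scored for 18 pairs named in the paper, in the 6 cell types of its analysis, with the formula that CellChat publishes. The score is the product of the ligand's level in the sender and the receptor's level in the receiver, divided by 0.5 plus that product. Levels are trimeans of log-normalized counts, and subunits of a receptor are combined by their geometric mean. In the main setting, the log-normalized values were not divided by their maximum. CellChat's database, cofactors and permutation test were not used here. For IGF signals from mesenchymal cells to the 5 epithelial types, the score of *Igf1* with *Igf1r* ran from 0.0124 (type I hair cells) to 0.124 (roof cells). That of *Igf2* with *Igf1r* ran from 0.0168 to 0.161 between the same types. *Igf2* with *Igf2r* ran from 0.0023 (type I hair cells) to 0.0416 (supporting cells). Exons of *Igf2* overlap those of *Igf2os* and *Gm49394*.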

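*Bmp7* from mesenchymal cells scored above 0 in roof cells alone, with 0.0392 for *Bmpr1b* and *Bmpr2*, 0.0132 for *Bmpr1a* and *Bmpr2* and 0.0065 for *Acvr1* and *Bmpr2*. The trimean of at least 1 receptor subunit was 0 in each other cell type. TECs and supporting cells scored higher than mesenchymal cells as senders of *Bmp7* to roof cells, with 0.115 and 0.0419 for *Bmpr1b* and *Bmpr2*. Roof cells number 17. Among P6 cells alone, the first receiver in the BMP pathway was the mesenchymal cell in place of the roof cell.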

Other signaling mechanisms, such as pleiotrophin (PTN), show robust and elevated signal-to-receptor interaction across all the cell types. 

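Pairs of *Ptn* with *Sdc4* scored 0.906 to 0.966 from mesenchymal cells to all 6 cell types. With *Sdc2*, the scores were 0.866 in mesenchymal cells, 0.786 in roof cells, 0.652 in TECs, 0.393 in supporting cells and 0 in both hair cell types. With *Sdc3*, only TECs (0.158) and type II hair cells (0.0395) scored above 0. Summed over the *Ptn* pairs and all senders, the receivers ranked as supporting cells (7.37), type I hair cells (7.01), mesenchymal cells (6.28), roof cells (6.16), TECs (5.92) and type II hair cells (5.27).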

The PTN pathway stands out with the highest communication probability predicted for mesenchyme as signal senders, while osteopontin (Spp1), pleiotrophin (PTN), and midkine (Mdk) pathways show the highest probability of mesenchymal signal reception (Fig. 5E and F). These data reveal both the heterogeneity and specific patterns of signaling among the cell types of the sensory epithelium and the mesenchyme.

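As senders, mesenchymal cells had the highest summed score of the PTN pathway, 11.0, under the main setting and all 9 alternatives run. Their sums as senders in the other pathways were 8.68 for midkine (after TECs at 11.3 and roof cells at 9.05), 1.11 for IGF, 0.173 for TGFβ (after supporting cells), 0.059 for BMP (after TECs and supporting cells) and 0 for *Spp1*, over the pairs scored here. As receivers, mesenchymal cells had sums of 7.73 for midkine, 6.28 for PTN and 1.36 for *Spp1*, against 0.708 for TGFβ and 0.17 for IGF. The *Spp1* score arises from type I hair cells, with 0.483 for *Itgav* and *Itgb1* and 0.879 for *Itga8* and *Itgb1*. In midkine, mesenchymal cells were the first receiver except with the mean of the cells, where supporting cells were first, and with values divided by their maximum, where type I hair cells were. In *Spp1*, roof cells were first with the 10% trimmed mean and among P6 cells alone. Exons of *Spp1* overlap those of *Gm42793*. Sums over different numbers of pairs are not on 1 scale between pathways.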

### PTN and TGFβ Signaling

To further characterize cell–cell interactions between the mesenchymal and epithelial compartments, we focused on two significant developmentally influential pathways: PTN and TGFβ signaling (Fig. 6). The Tgfβ2 signaling pathway has been implicated in early embryonic inner ear development and senescence during the otocyst stage [34]. And similarly, the pleiotrophin pathway has been shown to be involved in cell proliferation and developmental processes in the central nervous system [35, 36]. To determine how a community of cells interacts within the utricle, we applied *CellChat*’s social network analysis tool. Social network analysis determines the role of communication patterns in four categories: sender, receiver, mediator, and influencer [37]. We tested whether we could predict cell group behavior relative to other groups to unveil their communication patterns. 

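After mesenchymal cells, the senders with the highest summed PTN score were supporting cells (10.2), TECs (9.49) and type II hair cells (7.38). Roof cells and type I hair cells scored 0, since the trimean of *Ptn* was 0 in both. With *Ptprz1* alone as receptor, the score from mesenchymal cells was 0.940 in type I hair cells. It moved most, to 0.176, with values divided by their maximum, a setting chosen after seeing the data. Under that setting and with a saturation constant of 1 in place of 0.5, type I hair cells ranked above supporting cells as receivers over all PTN pairs. The roles of mediator and influencer were not analysed here.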

Our analysis predicts that pleiotrophin has the highest signal intensity emitted from the mesenchymal cells as senders and type I hair cells as receivers, while supporting cells serve as mediator, influencer, and receiver (Fig. 6A). 

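In the pairs of *Tgfb2* and *Tgfb3* with *Tgfbr1* and *Tgfbr2*, mesenchymal cells were the only receivers, with a summed score of 0.708, since the trimean of at least 1 receptor was 0 in each other type. The score of *Tgfb2* from supporting to mesenchymal cells was 0.300. The mean of the cells in place of the trimean raised it to 0.565, and values divided by their maximum lowered it to 0.00584.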

TGFβ signaling displays more sparse social network signaling with the dominant sending signal coming from supporting cells, while the receivers are predominantly mesenchymal cells (Fig. 6B).

**Fig. 6:**
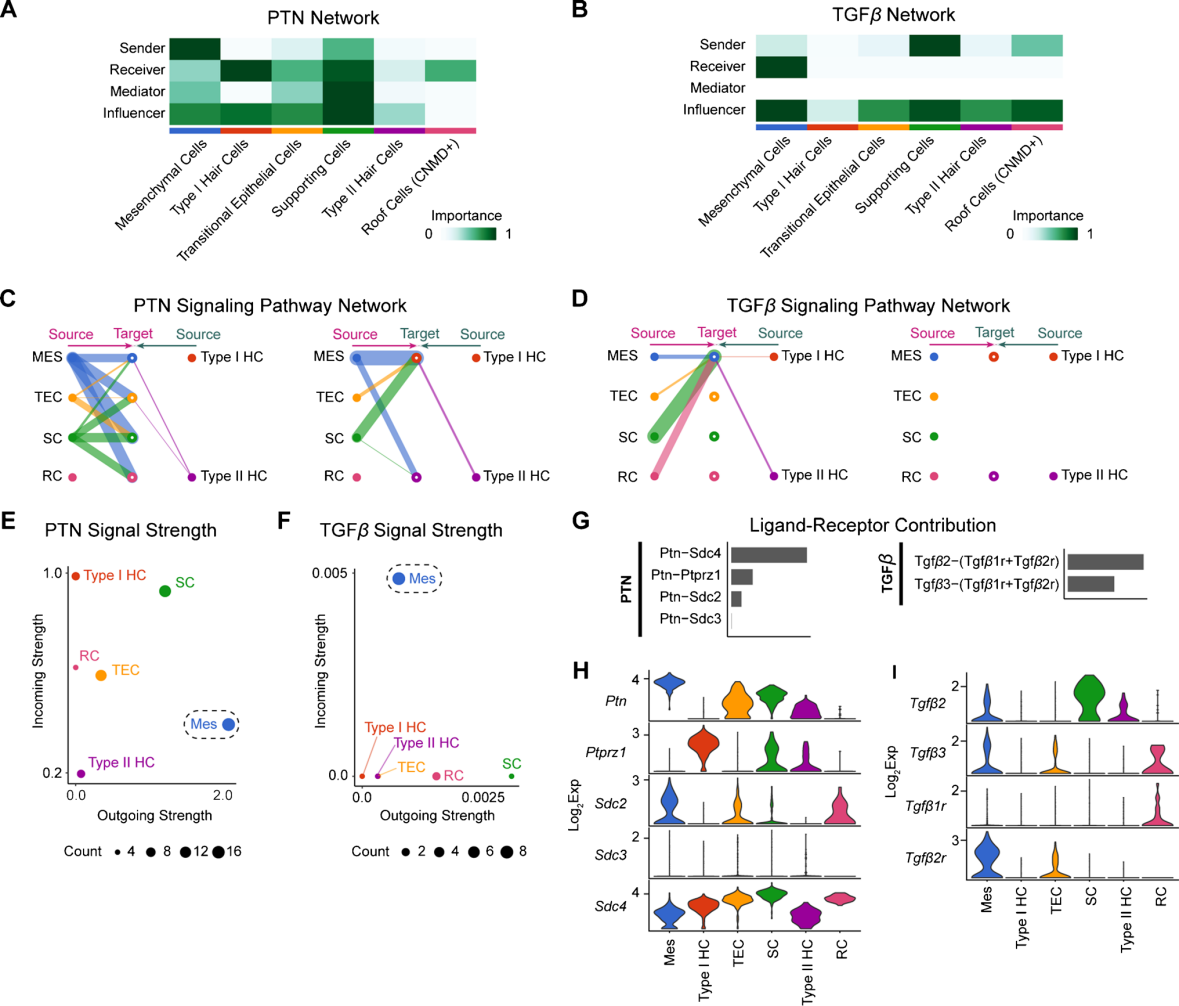
PTN and TGFβ signaling as examples of robust crosstalk between the epithelial and non-epithelial compartments. **A** Social network analysis showing the different network roles (sender, receiver, mediator, or influencer) of each cell cluster in the PTN signaling pathway. **B** Social network analysis showing the different network roles of each cell cluster in the TGFβ signaling pathway. **C** A hierarchy plot highlighting the inferred PTN signaling sources and targets with mesenchyme and supporting cells as the dominant sources of signaling. **D** A hierarchy plot showing the inferred TGFβ signaling sources and targets with supporting cells being the dominant signal senders. **E** The strength of PTN pathway outgoing and incoming signaling for each annotated cell cluster. The mesenchymal cell cluster (Mes) has the highest outgoing signal strength. **F** The strength of TGFβ pathway outgoing and incoming signaling for each annotated cell cluster. The mesenchymal cells display the highest incoming cell signals here. **G** The relative contribution of each ligand-receptor pair for the PTN and TGFβ signaling pathways. **H** Violin plots showing the relative expression of each ligand and receptor in the PTN pathway across annotated cell clusters. **I** Violin plots showing the relative expression of each ligand and receptor in the TGFβ pathway across annotated cell clusters

We utilized signaling pathway network analysis to predict which cells were expressing PTN and TGFβ signaling genes (Fig. 6C and D). 

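*Ptn* (chromosome 6, 36714929 to 36810220) had a mean of 3566 CPM in mesenchymal cells, 959 CPM in supporting cells, 659 CPM in TECs, 129 CPM in type II hair cells, 31.6 CPM in type I hair cells and 15.6 CPM in roof cells. The mesenchymal batch means ran from 2895 to 4131 CPM and those of supporting cells from 749 to 1439 CPM, with no overlap. Between the dissections, *Ptn* had 2389 CPM in non-epithelial and 416 CPM in epithelial cells, a log2 difference of -2.52, epithelial minus non-epithelial (spread 0.54).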

The source of PTN is predominantly from mesenchyme and supporting cells (Fig. 6C and E). 

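Summed over *Tgfb2* and *Tgfb3*, supporting cells had the highest score as senders of TGFβ signals, 0.300, followed by mesenchymal cells (0.173), roof cells (0.111), TECs (0.0792), type II hair cells (0.0435) and type I hair cells (0.0014). Supporting cells were first under each of the 9 alternatives as well. The roof cell score came from *Tgfb3* (0.110), while *Tgfb2* from roof cells scored 0.0014. *Tgfb2* from roof cells was 0 among P6 cells alone and 0.0245 among P4 cells alone, in a type of 17 cells.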

The dominant source of TGFβ signaling is within the epithelial compartment and is comprised mainly of supporting cells and roof cells (Fig. 6D and F). 

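*Tgfbr2* (chromosome 9, 116084293 to 116175360) had a mean of 496 CPM in mesenchymal cells, and the batch means ran from 396 to 560 CPM. Among the 6 types scored, TECs were next with 153 CPM (batch means 77.1 to 244 CPM), then type I hair cells (17.4 CPM), supporting cells (8.31 CPM) and type II hair cells (4.17 CPM), and no read was found in the 17 roof cells. Outside these types, macrophages (459 CPM) and endothelial cells (379 CPM) also held *Tgfbr2*. Between the dissections, its log2 difference was -3.03, epithelial minus non-epithelial (spread 0.34).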

The prime target and signal receivers of TGFβ signaling are the mesenchymal cells (Fig. 6D and F). To assess the relative contribution of different ligand-receptor pairs within a family of genes, we quantified the relative contribution of each ligand-receptor pair in PTN and TGFβ pathways (Fig. 6G–I). Ptn ligand has 4 receptor partners that include Ptprz1, Sdc2, Sdc3, and Sdc4. TGFβ signaling is comprised of Tgfβ2 and Tgfβ3, both bind to receptor pairs Tgfβ1r and Tgfβ2r (Fig. 6G–I). *Ptn* and *Ptprz1* are unique in that there is robust signaling to just the sensory epithelial cells (type I and II hair cells, and supporting cells) that spares the roof cells and TECs (Fig. 6G and H). 

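*Ptprz1* lies on chromosome 6 from 22875502 to 23052916. The *Ptn* and *Ptprz1* score from mesenchymal cells was 0.815 in supporting cells and 0.663 in type II hair cells, and 0 in roof cells, TECs and mesenchymal cells. A score of 0 arises here when the trimean of the receptor is 0. In TECs, *Ptprz1* was detected in 22 of 137 cells (16.1%, 95% interval 10.3% to 23.3%), and the score was 0.575 with the mean of the cells and 0.216 with the 10% trimmed mean. In roof cells, *Ptprz1* was detected in 0 of 17 cells, which allows a share of up to 19.5% (exact interval). Scores from supporting cells as senders were 0.909 to type I hair cells, 0.739 to supporting cells and 0.558 to type II hair cells.

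**Figure D3:**
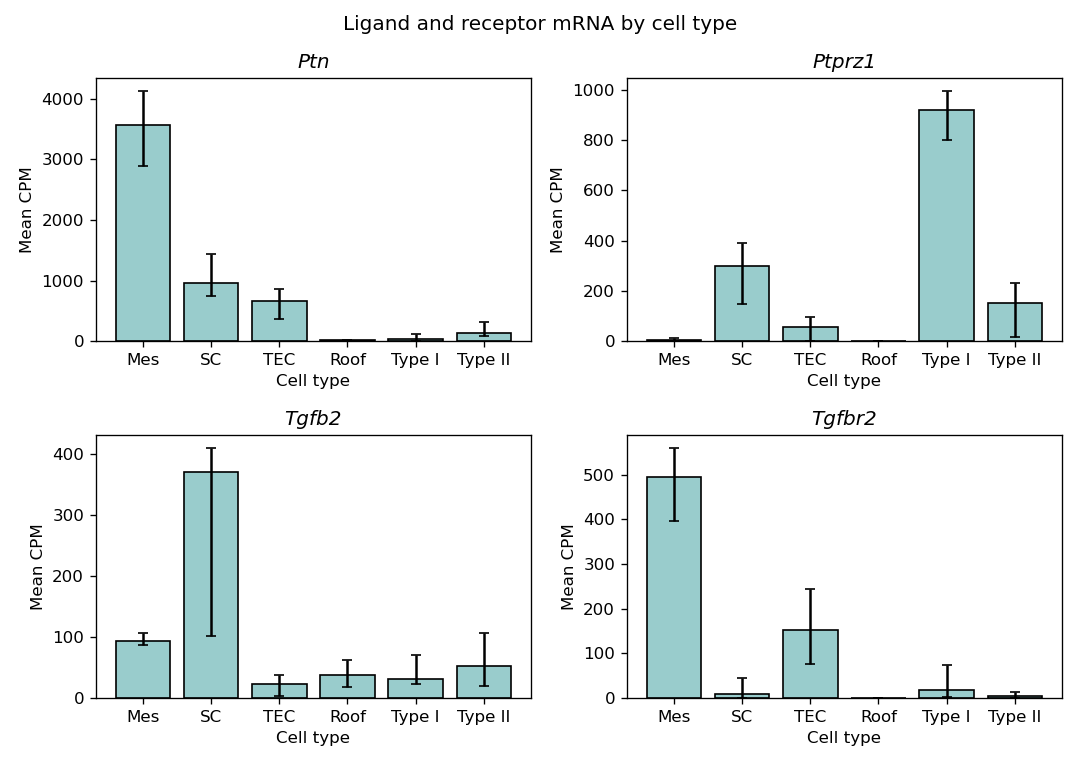
Mean CPM (y axis) of *Ptn*, *Ptprz1*, *Tgfb2* and *Tgfbr2* in 6 cell types (x axis): mesenchymal cells (Mes), supporting cells (SC), TECs, roof cells, type I and type II hair cells. Bars are means over all cells of a type, and lines run from the lowest to the highest batch mean. *Ptn* and *Tgfbr2* are highest in mesenchymal cells, *Ptprz1* in type I hair cells and *Tgfb2* in supporting cells.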

In practical terms, this analysis reveals that, for PTN signaling, it is likely the mesenchymal cells produce most of the Ptn ligand, and the entire epithelial compartment are the most likely principal receivers. 

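The score saturates at high levels, so it does not give the amount of ligand that a cell type makes. From the predicted senders and receivers, the paper proposes that mesenchymal cells make most of the *Ptn* ligand and that the epithelial compartment is its main receiver.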

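*Tgfb2* lies on chromosome 1 from 186622792 to 186705989, and its exons overlap those of *Gm29491* on the other strand. Its mean was 369 CPM in supporting cells and 94.1 CPM in mesenchymal cells. The batch means of supporting cells ran from 102 to 409.5 CPM and those of mesenchymal cells from 87.3 to 106 CPM, so the 2 ranges overlap in the lowest supporting cell batch. Between whole dissections, *Tgfb2* had 112 CPM in epithelial and 65.9 CPM in non-epithelial cells, a log2 difference of 0.75 (spread 0.39).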

For TGFβ signaling, it is likely that the supporting cells produce the most Tgfβ ligand, and the mesenchyme are the principal receivers. Taken together, these results highlight the complex reciprocal interactions within an organ that go beyond individual cells communicating with each other.

### *In Vivo* Validation of Ligand-Receptor Pairs

To validate the computational predictions of the cell–cell interactions, we again focused on PTN and TGFβ pathways through in vivo experiments. Analysis of *Ptn* ligand mRNA and *Ptprz1* receptor mRNA distribution in our single-cell data confirms that expression of *Ptn* spans nearly the entire mesenchymal cell population with some expression in the supporting cells and roof cells, while co-expression with *Ptprz1* receptor is restricted primarily to the supporting cells (Fig. 7A). 

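*Ptn* was detected in all 226 mesenchymal cells (95% interval 98.4% to 100%), in 98.6% of supporting cells (144 of 146), 92.0% of TECs (126 of 137), 84.7% of type II hair cells (72 of 85), 23.5% of roof cells (4 of 17) and 18.2% of type I hair cells (36 of 198). Both *Ptn* and *Ptprz1* were detected in 57.5% of supporting cells (84 of 146, 49.1% to 65.7%), 41.2% of type II hair cells (35 of 85, 30.6% to 52.4%) and 17.2% of type I hair cells (34 of 198, 12.2% to 23.2%). From 10 CPM, the share was 52.7% in supporting cells and 34.1% in type II hair cells.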

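*Ptprz1* was detected in 96.5% of type I hair cells (191 of 198, 95% interval 92.9% to 98.6%) with a mean of 922 CPM, in 58.2% of supporting cells (85 of 146, 49.8% to 66.3%) with 299 CPM, and in 47.1% of type II hair cells (40 of 85, 36.1% to 58.2%) with 152 CPM. The batch means of type I hair cells (801 to 997 CPM) lay above those of supporting cells (147 to 389.7 CPM) and of type II hair cells (15.5 to 229 CPM). Outside the epithelium, glia held *Ptprz1* in 13 of 26 cells, at 444 CPM. Between the dissections, *Ptprz1* had a mean of 387 CPM in epithelial and 48.8 CPM in non-epithelial cells. The log2 difference, epithelial minus non-epithelial, was 2.96, within its spread between batches (3.22). Every epithelial batch mean (286 to 528 CPM) still lay above every non-epithelial one (0 to 71.6 CPM). A batch mean of 0 CPM widens the spread on the log2 scale. Within batches 2 and 4 alone, a setting chosen after seeing the data, the mean difference was 8.16.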

*Ptprz1* receptor is also highly expressed in the hair cells (Fig. 7A). 

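*Tgfb2* was detected in 85.6% of supporting cells (125 of 146, 95% interval 78.9% to 90.9%), 46.5% of mesenchymal cells (105 of 226, 39.8% to 53.2%), 45.9% of type II hair cells (39 of 85, 35.0% to 57.0%), 29.4% of roof cells, 26.3% of type I hair cells and 19.0% of TECs. *Tgfbr2* was detected in 69.5% of mesenchymal cells (157 of 226, 63.0% to 75.4%) and 42.3% of TECs (58 of 137, 33.9% to 51.1%). Both genes were found in 33.6% of mesenchymal cells (76 of 226, 27.5% to 40.2%) and in 3.42% of supporting cells (5 of 146).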

*Tgfβ2* ligand mRNA is primarily expressed in the supporting cells with less expression in the mesenchyme, while *Tgfβ2*-receptor mRNA is mostly expressed in the mesenchyme with minimal expression in the TECs (Fig. 7B). 

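*Ptn* and *Ptprz1* were both detected in 3.10% of mesenchymal cells (7 of 226, 95% interval 1.25% to 6.28%), since *Ptprz1* itself was found in the same 7 cells. From 10 CPM, the share was 1.77%. The median mesenchymal cell held 655395 reads.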

There is minimal overlap in the expression of *Ptn* and *Ptprz1* within the mesenchymal cells (Fig. 7B).

**Fig. 7:**
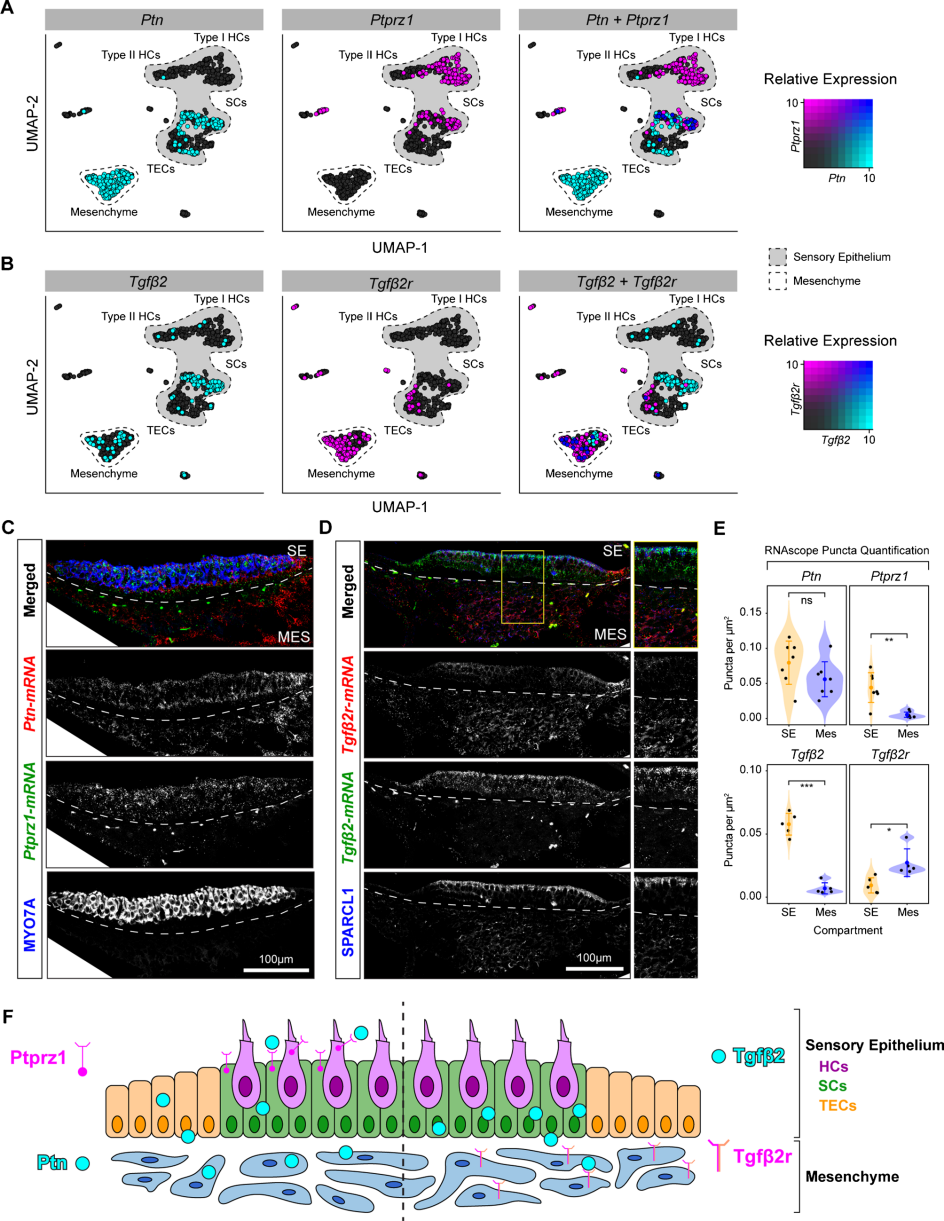
Validation of PTN and TGFβ signaling within the utricle. **A** Co-expression UMAP plot depicting the relative expression of *Ptn* (cyan), *Ptprz1* (magenta), and overlapping expression in blue. *Ptn* expression is primarily in the mesenchyme with some expression in supporting cells that overlaps with *Ptprz1* expression. **B** Co-expression UMAP depicting the relative expression of *Tgfβ2* (cyan), *Tgfβ2r* (magenta), and overlapping expression in blue. There is co-expression of Tgf*β*2r within the mesenchyme but exclusive expression of Tgf*β*2 in the supporting cells. In **A** and **B**, the sensory epithelial cells are outlined and shaded in gray. **C** Cross-section confocal microscopy image depicting the expression of *Ptn* mRNA (red), *Ptprz1* mRNA (green), and hair cells stained with anti-MYO7A antibody (blue). **D** Representative cross-section confocal image depicting the expression of *Tgfβ2* mRNA (green), *Tgfβ2r* mRNA (red), and anti-SPARCL1 antibody (blue). **E** Quantification violin plots of the number of puncta per square micron. The number of puncta per µm^2^ of *Ptn*-mRNA (ligand) expression in the mesenchymal compartment was not statistically significant when compared to the sensory epithelial compartment (*t*-test, *p* = 0.1509). However, *Ptprz1*-mRNA (receptor) expression was high in the sensory epithelium and lower in the mesenchyme (*t*-test, *p* = 0.003095) validating the computational predictions. The number of puncta per µm^2^ of *Tgfβ2-*mRNA (ligand) was also statistically different and was higher in the sensory epithelial compartment when compared to the mesenchymal compartment (*t*-test, *p* = 2.765 × 10e-5). Conversely, the number of puncta per µm^2^ *Tgfβ2r*-mRNA (receptor) was higher in the mesenchymal compartment when compared to the sensory epithelial compartment (*t*-test, *p* = 0.02016). **F** Model showing the roles of Ptprz1/Ptn receptor-ligand combo on the left, and Tgf*β2r*/Tgf*β*2 receptor-ligand on the right

Using combined multiplex in situ hybridization and immunohistochemistry, we validated our computational prediction of the Ptn/Ptprz1 ligand-receptor pair where *Ptn* is nearly ubiquitously expressed throughout both epithelial and mesenchymal compartments, while *Ptprz1* is restricted to the epithelial compartment (Fig. 7C). Quantification of the mRNA abundance levels validates the computational prediction and matches the expression patterns (Fig. 7E). As a second validation target, Tgfβ2 ligand transcript is primarily detected within the epithelial compartment compared to the *Tgfβ2r* transcript that is predominantly expressed in the mesenchymal compartment (Fig. 7D). mRNA puncta quantification shows a statistically significant difference between epithelial and non-epithelial compartments (Fig. 7E). This mRNA expression pattern mimics the predicted expression levels of *Tgfβ2* and *Tgfβ2r* in the single-cell RNA-seq data (Fig. 7B). Taken together, these two receptor-ligand pair patterns of expression validate the computational predictions (Fig. 7F).

### Expression of Hearing Loss and Vestibulopathy Associated Genes

We wanted to test whether our validated dataset has any relevance to hearing loss-related genes and vestibular disorders. To do this, we used a previously published list of human hearing loss and vestibular disorders associated genes [16]. Not surprisingly, there are many genes in both the hearing loss and vestibular disorders lists that map to hair cells or supporting cells (Fig. 8A and B). However, more interestingly, there are many genes that map to cell groups from the non-epithelial compartment. For example, *Dpt* in mesenchyme, *Cpne4* in melanocytes, *Mill2* in glia. This highlights the importance of non-epithelial cell compartments in health and disease.

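*Dpt* (chromosome 1, 164796644 to 164824266) had a mean of 15.4 CPM in mesenchymal cells and was detected in 10 of 226 (4.42%), with 0.62 CPM in the 781 other cells. The log2 difference was 3.34, larger than its spread between batches (2.37). *Cpne4* (chromosome 9, 104547286 to 105034544) was detected in 1 of 3 melanocytes, with a mean of 60.4 CPM against 1.44 CPM in the other cells. Its log2 difference of 4.65 lies within the spread (5.42), and without batch 5 it was -1.52. *Mill2* (chromosome 7, 18839966 to 18865402) was detected in 2 of 26 glia, with a mean of 33.6 CPM against 0.0591 CPM. Its log2 difference of 5.03 (spread 4.23) was -0.0846 without batch 5. With 10, 1 and 2 cells holding a read, the median level was 0 CPM for all 3 genes.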

**Fig. 8:**
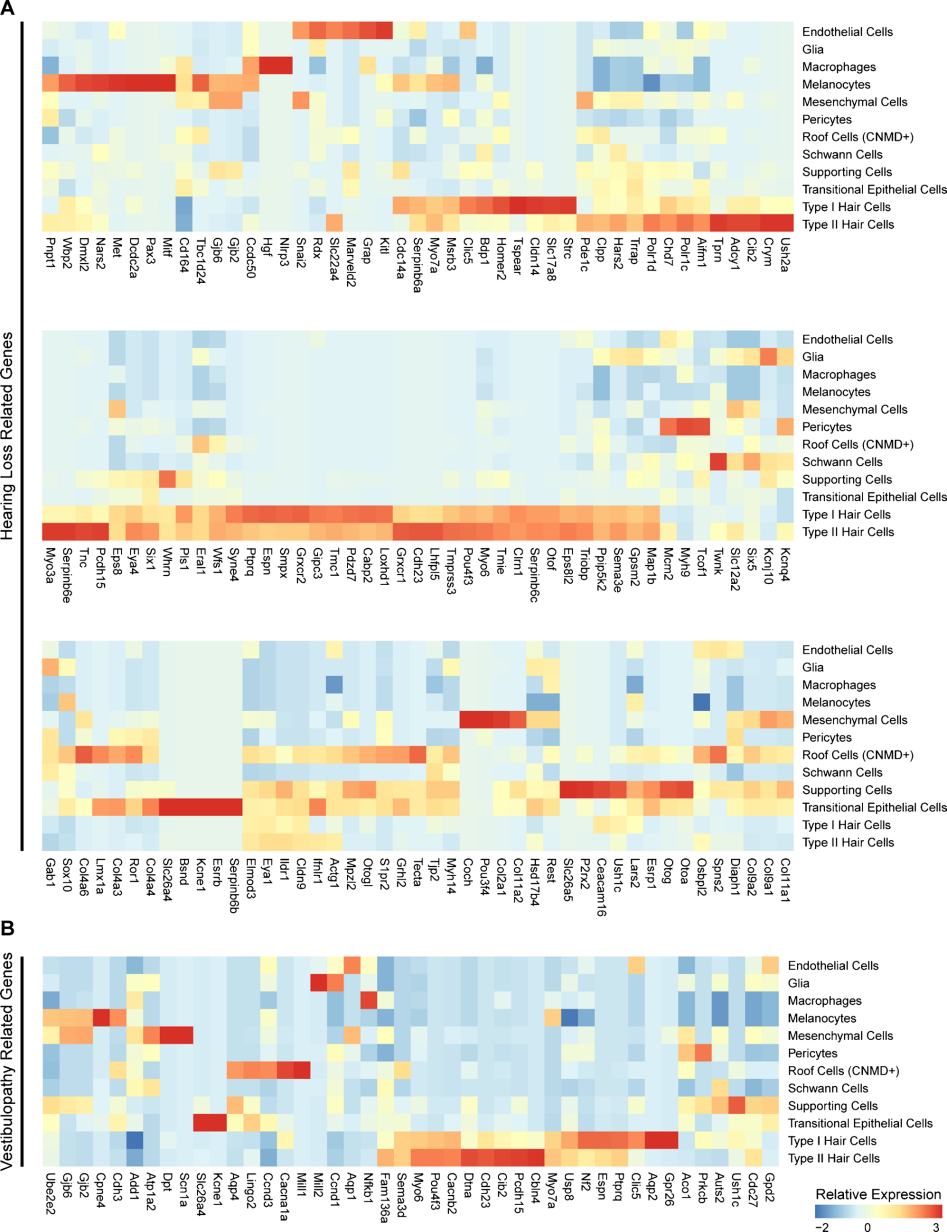
Mapping human hearing loss and vestibular dysfunction-related genes to the annotated mouse utricular single-cell RNA-seq transcriptome. **A** Heatmap of the relative expression of known hearing loss-related genes across the different annotated cell clusters. **B** Heatmap of the relative expression of known vestibulopathy-related genes across the different annotated cell clusters

## Discussion

In this study, we characterized the transcriptional profile of the postnatal mouse utricle at single-cell resolution. Using carefully curated metadata and the rich transcriptional profile generated by the Smart-seq2 platform, we reveal the heterogeneity of cells within the entire utricle. We tested the hypothesis that the utricular cells interact via a complex array of signaling between the epithelial and non-epithelial compartments.

Not surprisingly, the epithelial compartment, as previously described, contains type I and II hair cells, supporting cells, transitional epithelial cells, and roof cells [4, 5]. Hair cell precursors and subtypes of transitional epithelial cells are not as prominently seen here, likely because of the later time points analyzed here (P4 and P6) than in prior studies that included P1- or P2-derived cells where cell proliferation is more prevalent [4, 5]. The non-epithelial compartment contains seven different cell types. Similar to Wilkerson et al. (2021) [18] in the crista ampullaris, we observed macrophages, endothelial cells, pericytes, melanocytes, glia, and mesenchyme. Macrophages have previously been described within the non-epithelial compartment of the utricle and increase in number within the sensory epithelium following injury [38]. We were further able to detect markers of Schwann cells, but did not observe erythrocytes, likely given the capture technique involving flow cytometry where debris and smaller cells are gated out. The presence of these diverse non-epithelial cell types underscores their importance for homeostasis and postnatal development of the mouse utricle. While the roles of immune cells have begun to be elucidated within the inner ear [39], the roles of other cell types, such as pericytes, warrant further investigation.

Mesenchymal cells in the utricle are the dominant cell group demonstrated by the single-cell RNA-seq data. Within the mesenchyme are the remainder of the non-epithelial cells, as our immunohistochemistry demonstrates the rich vasculature coursing through the tissue (Fig. 3H). Endothelial cells that comprise the vasculature are intimately associated with macrophages as well as pericytes (Fig. 3C, E, and F). This intricate interaction highlights the utricle’s remarkable connection with the immune system, a yet unexplored realm that may lend credence to ideas of immune-mediated inner ear disorders and/or the mysteries of Ménière’s disease. Moreover, the mesenchymal cells primarily resemble two sub-types of cochlear mesenchyme: the lateral wall and spiral limbus (Fig. S2C–D) [17]. The other cochlear mesenchyme subtypes, basement membrane and modiolar mesenchyme, are not well represented in our dataset likely because these structures are more unique to the cochlea.

Our computational analysis predicts a complex array of intercellular communication. Intuitively, this is not surprising; however, the degree of significant communication that is quantifiable is nonetheless remarkable (Fig. 5 and Fig. S3). Aside from the dominance of the mesenchyme as signal mediators, some interesting patterns deserve further attention. For example, supporting cells and transitional epithelial cells are dominant signal senders across the epithelial and non-epithelial compartments. We postulate that supporting cells’ dominance in intercellular signal transduction relates to their multifaceted roles in the development and survival of hair cells and neuronal cells, immune/clean-up function following hair cell death, and as progenitors during development and regeneration [40]. Unsurprisingly, they have been compared to glia in the central nervous system and demonstrate interactions with the glia of the inner ear [41].

The critical role of mesenchymal cells has previously been shown in vitro for organoid differentiation protocols of the inner ear; however, the molecular mechanisms of this process have remained elusive [42]. Our hypothesis that mesenchymal cells are the dominant signal senders is borne out by both paracrine and autocrine signaling strengths. We first focused on the pleiotrophin pathway, specifically the Ptprz1 receptor, because of its recent significance within the neuroscience literature linking it to neuronal differentiation [43]. Pleiotrophin is a heparin-binding cytokine [44]. Hippocampal neurogenesis has been linked to the Ptn-Ptprz1 pathway through Akt signaling [45]. Our transcriptional atlas identified this mechanism with robust signaling among the different compartments, and validation experiments show the prevalence of the Ptprz1 receptor mRNA within the sensory epithelium. This pathway is ripe for further investigation in the inner ear and manipulation both at the neonatal stages and in adults, with a focus on proliferation.

The second receptor-ligand pair we validated is from the transforming growth factor-β (TGFβ) family of receptors. TGFβ family members function as homodimers or heterodimers and are known to stimulate proliferation and differentiation during development across multiple cell lineages [46]. TGFβ receptors are classified as serine-threonine kinases with two major receptor types: I and II (TGFβ1-receptor and TGFβ2-receptor). With ligand binding, heteromeric receptor complex formation and stabilization leads to intracellular signaling cascade [46]. Our dataset shows a significant expression of *Tgfβ2* mRNA, which encodes the TGFβ ligand in the supporting cells and type II hair cells, as well as a modicum of expression from the mesenchyme. The receptors involve heterodimerization of the Tgfβ1-receptor and Tgfβ2-receptor (Fig. 6G). The highest signaling strength to the mesenchyme (Fig. 6F) supports the notion of epithelial to mesenchyme communication and its role during early postnatal development. Within the inner ear, Tgfβ1-receptor activity is known to be required for lateral prosensory domain formation during cochlear embryonic development [47]. Taken together, TGFβ signaling is a critical component of the cell–cell communication between different compartments of the utricle.

In sum, our study provides an in-depth transcriptional profile of the postnatal mouse utricle with a focus on the non-epithelial compartment. We highlight the diverse array of cell–cell communication patterns among specific cell types and between cellular compartments. Notably, the mesenchymal cells are the dominant signal senders during early postnatal development of the utricle in the non-epithelial compartment. Our quantitative and validated dataset of receptor-ligand expression patterns within the postnatal utricle serves as a resource for the scientific community.

## Limitations of the Study

There are two main limitations of this study: First, the number of sequenced cells for single-cell RNA-seq is on the lower side considering some of the droplet-based technologies that contain thousands of cells. This for example may have limited some of our predictive power when comparing to the existing cochlear mesenchyme dataset [17]. However, our study does provide high-quality full-length Smart-seq2 protocol sequencing which mitigates some of these issues. In the future, more cells will need to be added to study the non-mesenchymal cells within the non-epithelial compartment that had too few cells for more in-depth analysis such as the melanocytes identified. Second, while we validated at the mRNA level two receptor-ligand pairs, future studies would take this further by interrogating these pathways using agonist/antagonist in vitro experiments.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

Supplementary file3

Supplementary file4

# Supplementary material for: Crosstalk Signaling Between the Epithelial and Non-Epithelial Compartments of the Mouse Inner Ear
**Source:** J Assoc Res Otolaryngol. 2025 Mar 13;26(2):127–45. doi: 10.1007/s10162-025-00980-7
**Supplement:** Supplementary file 4 — Supplementary file4

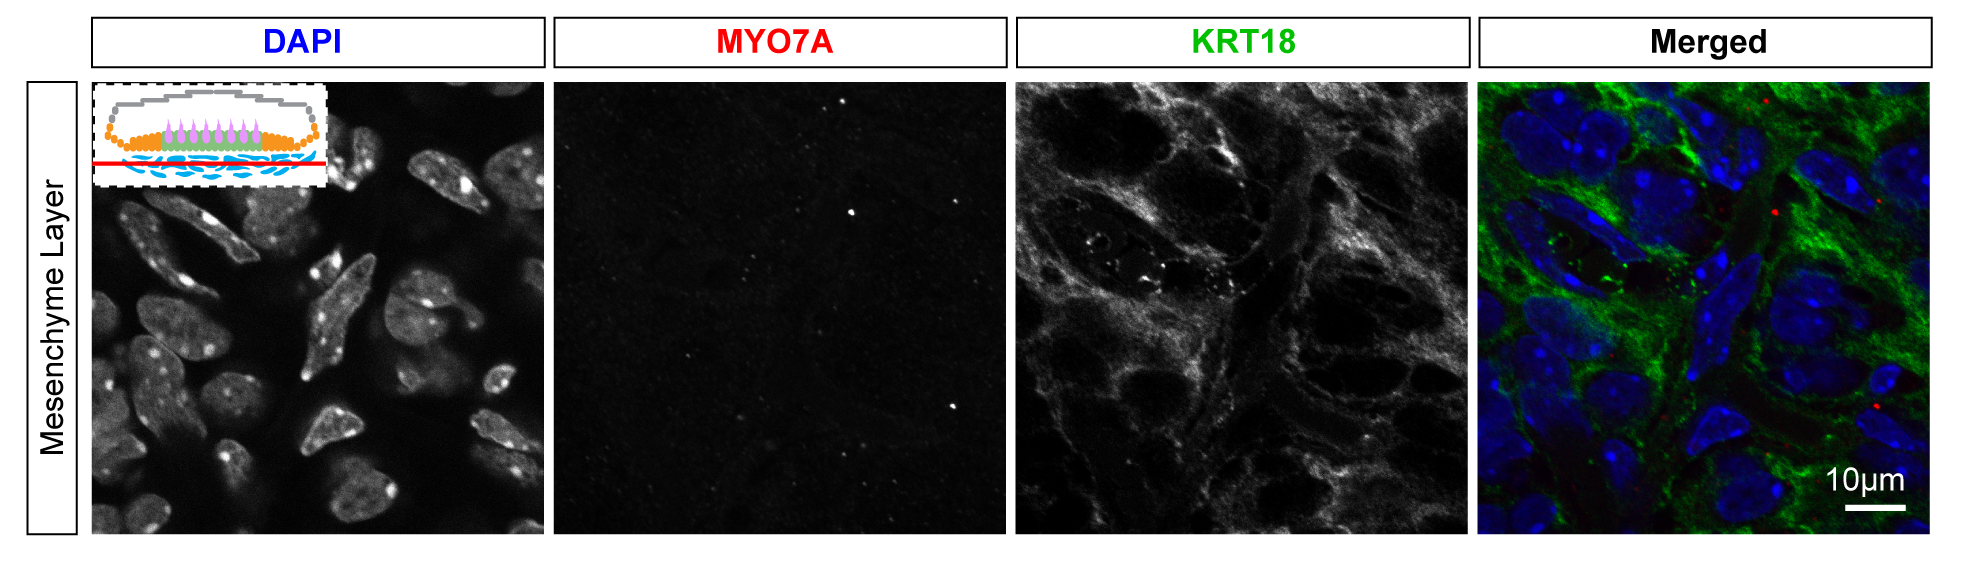

**Fig. S1** Whole mount utricle with anti-KRT18 antibody (green) labeling at the mesenchymal layers (same specimen as Fig 2G). This shows minimal KRT18 staining at this layer. Inset of cartoon diagram indicating the level of the image (red horizontal line).

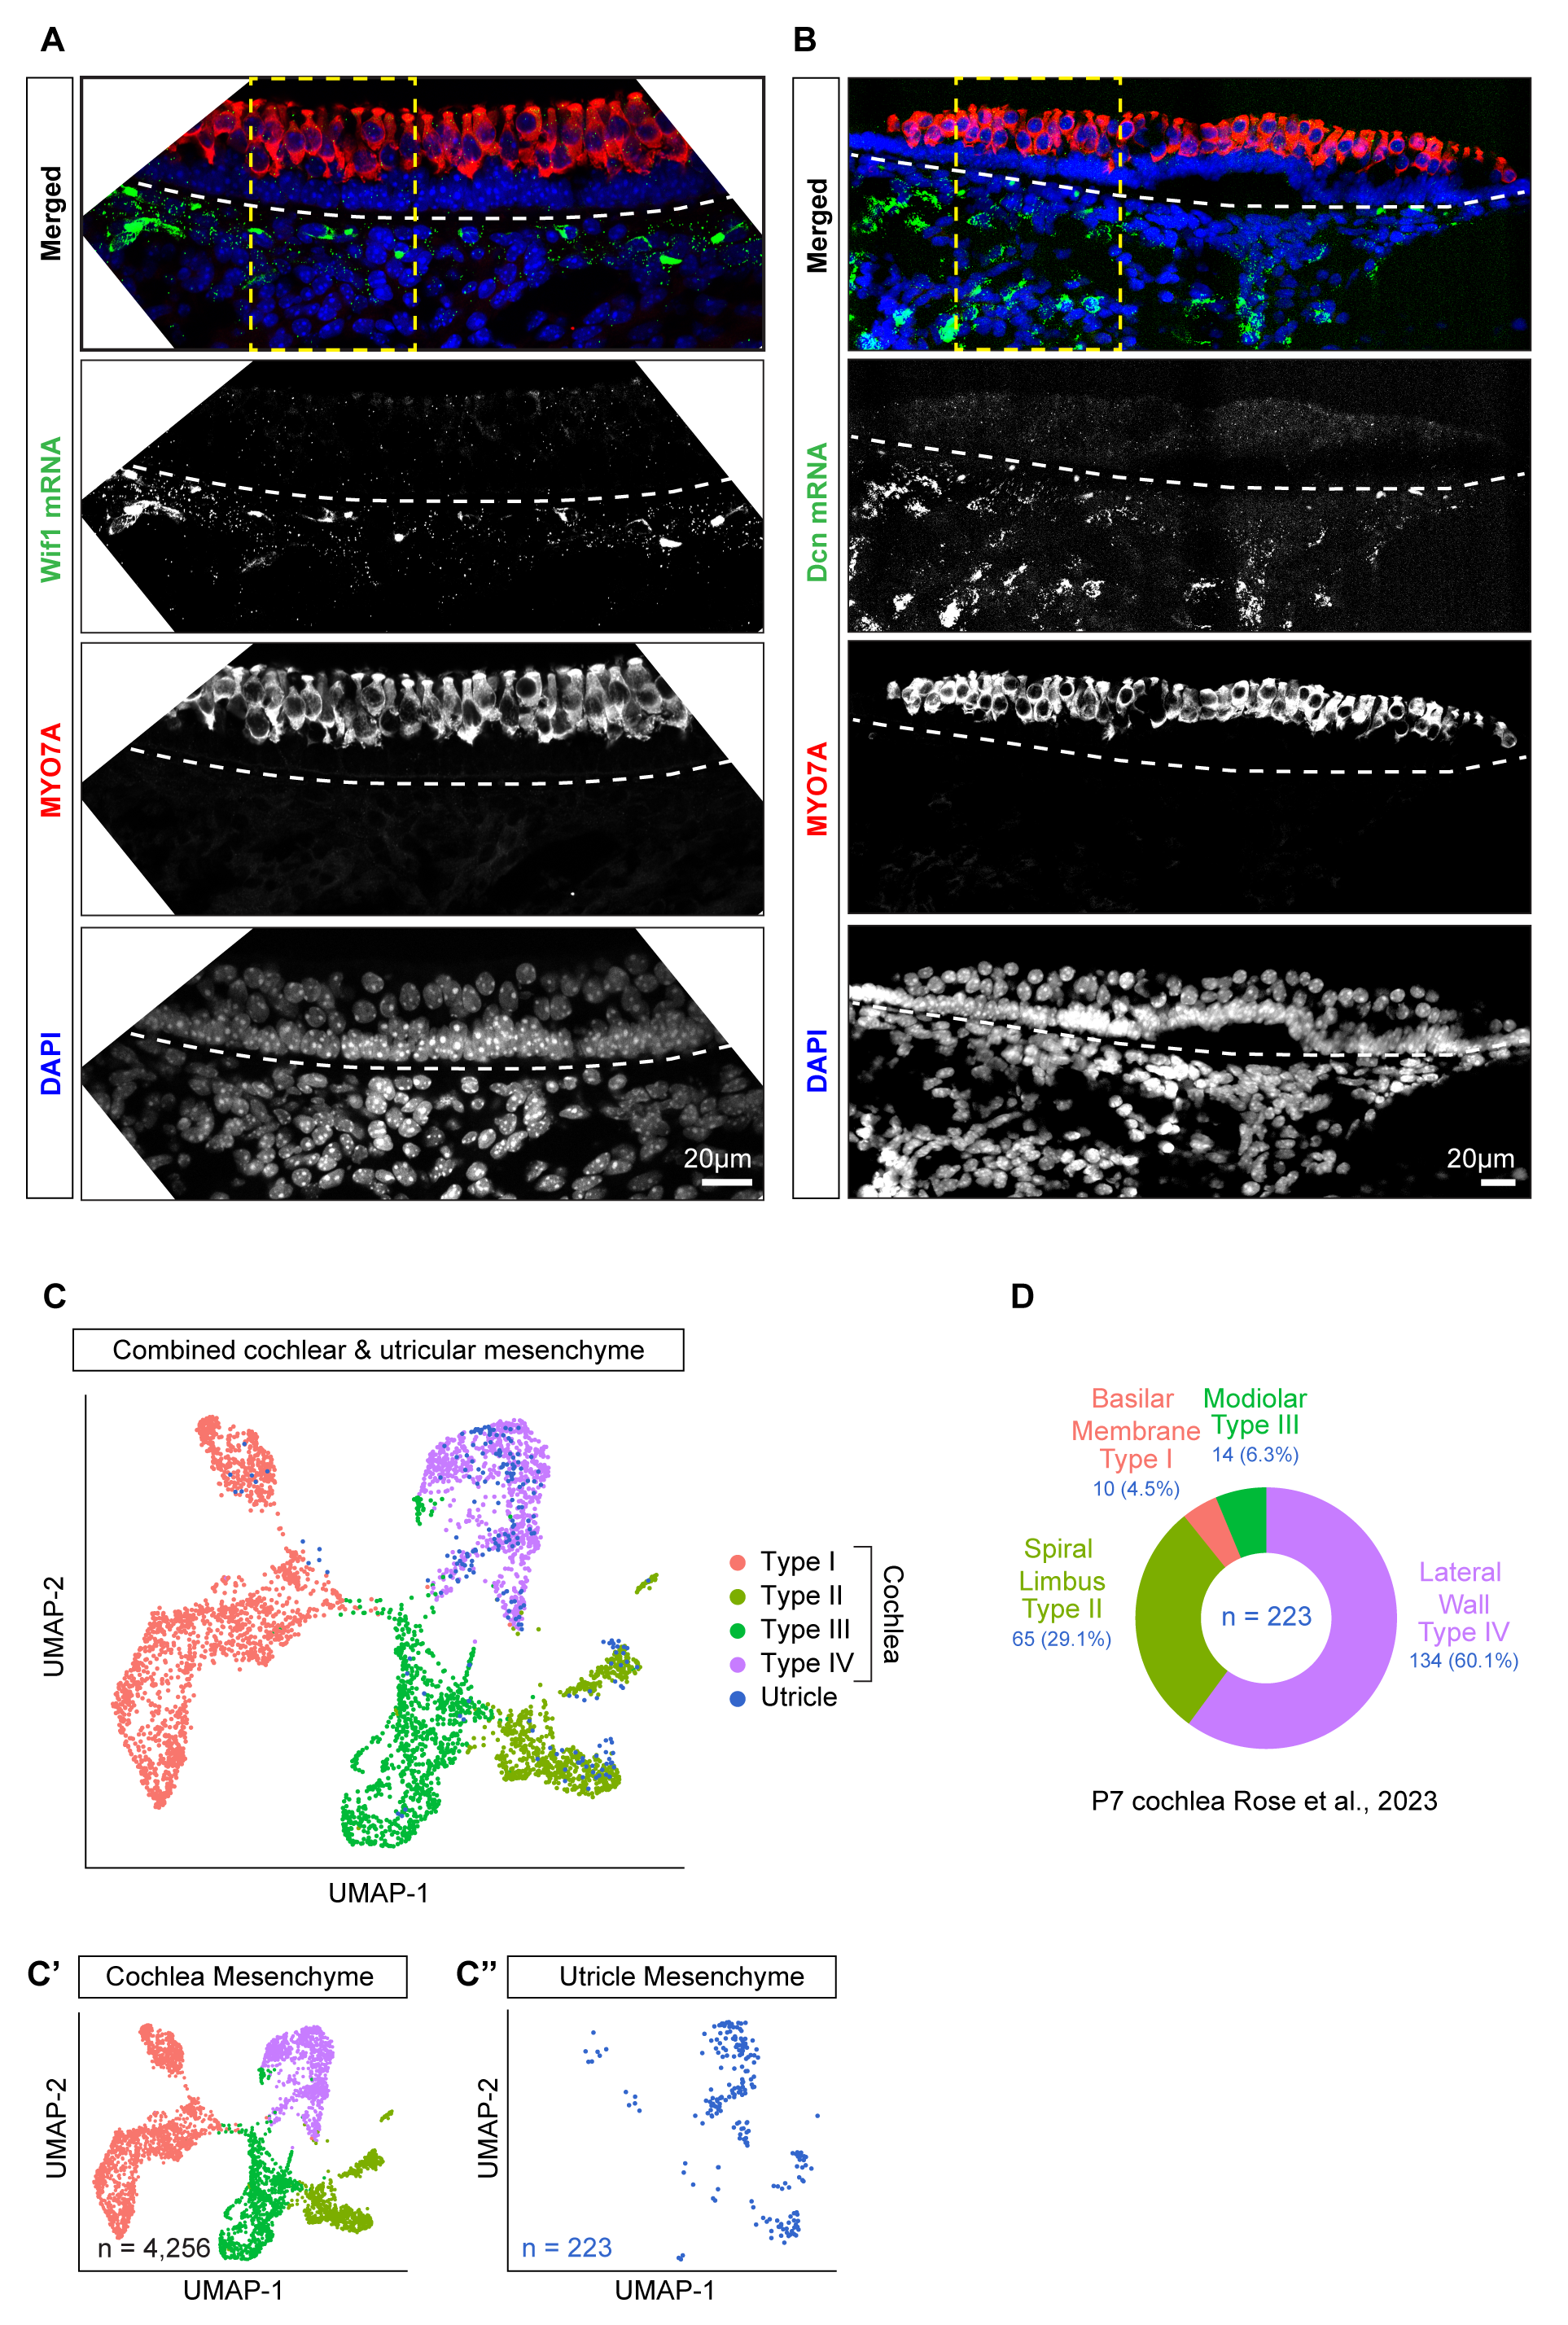

**Fig. S2** (A-B) Cryosection confocal image of combined immunohistochemistry and *in situ* hybridization. (A) *Wif1* mRNA (green), anti-MYO7A (red), and DAPI nuclei (blue) shows primarily expression of *Wif1* in the mesenchymal layer. Insets from this exact image are shown in Fig 4I’. (B) *Dcn* mRNA (red), anti-MYO7A (green), and DAPI nuclei (blue) highlight expression of *Dcn* primarily in the mesenchymal layer. Insets from this exact image (yellow dashed boxes) are shown in main Figure 4J’. (C) Combined UMAP of P7 cochlear mesenchyme from Rose et al. (2023) and P4 and P6 utricular mesenchyme from our dataset. Note the four sub-types of cochlear mesenchyme are basilar membrane (type I), spiral limbus (type II), modiolar (type III), and lateral wall (type IV). The utricle mesenchyme primarily co-cluster with the type II and IV cochlear mesenchyme sub-types (C’-C’’). (D) Sunburst plot showing quantification of the co-clustering frequency comparing the 223 utricular mesenchyme cells relative to the cochlear mesenchyme subtypes. Over half of the utricular mesenchyme co-cluster with the lateral wall type IV cochlear mesenchymal cell types.

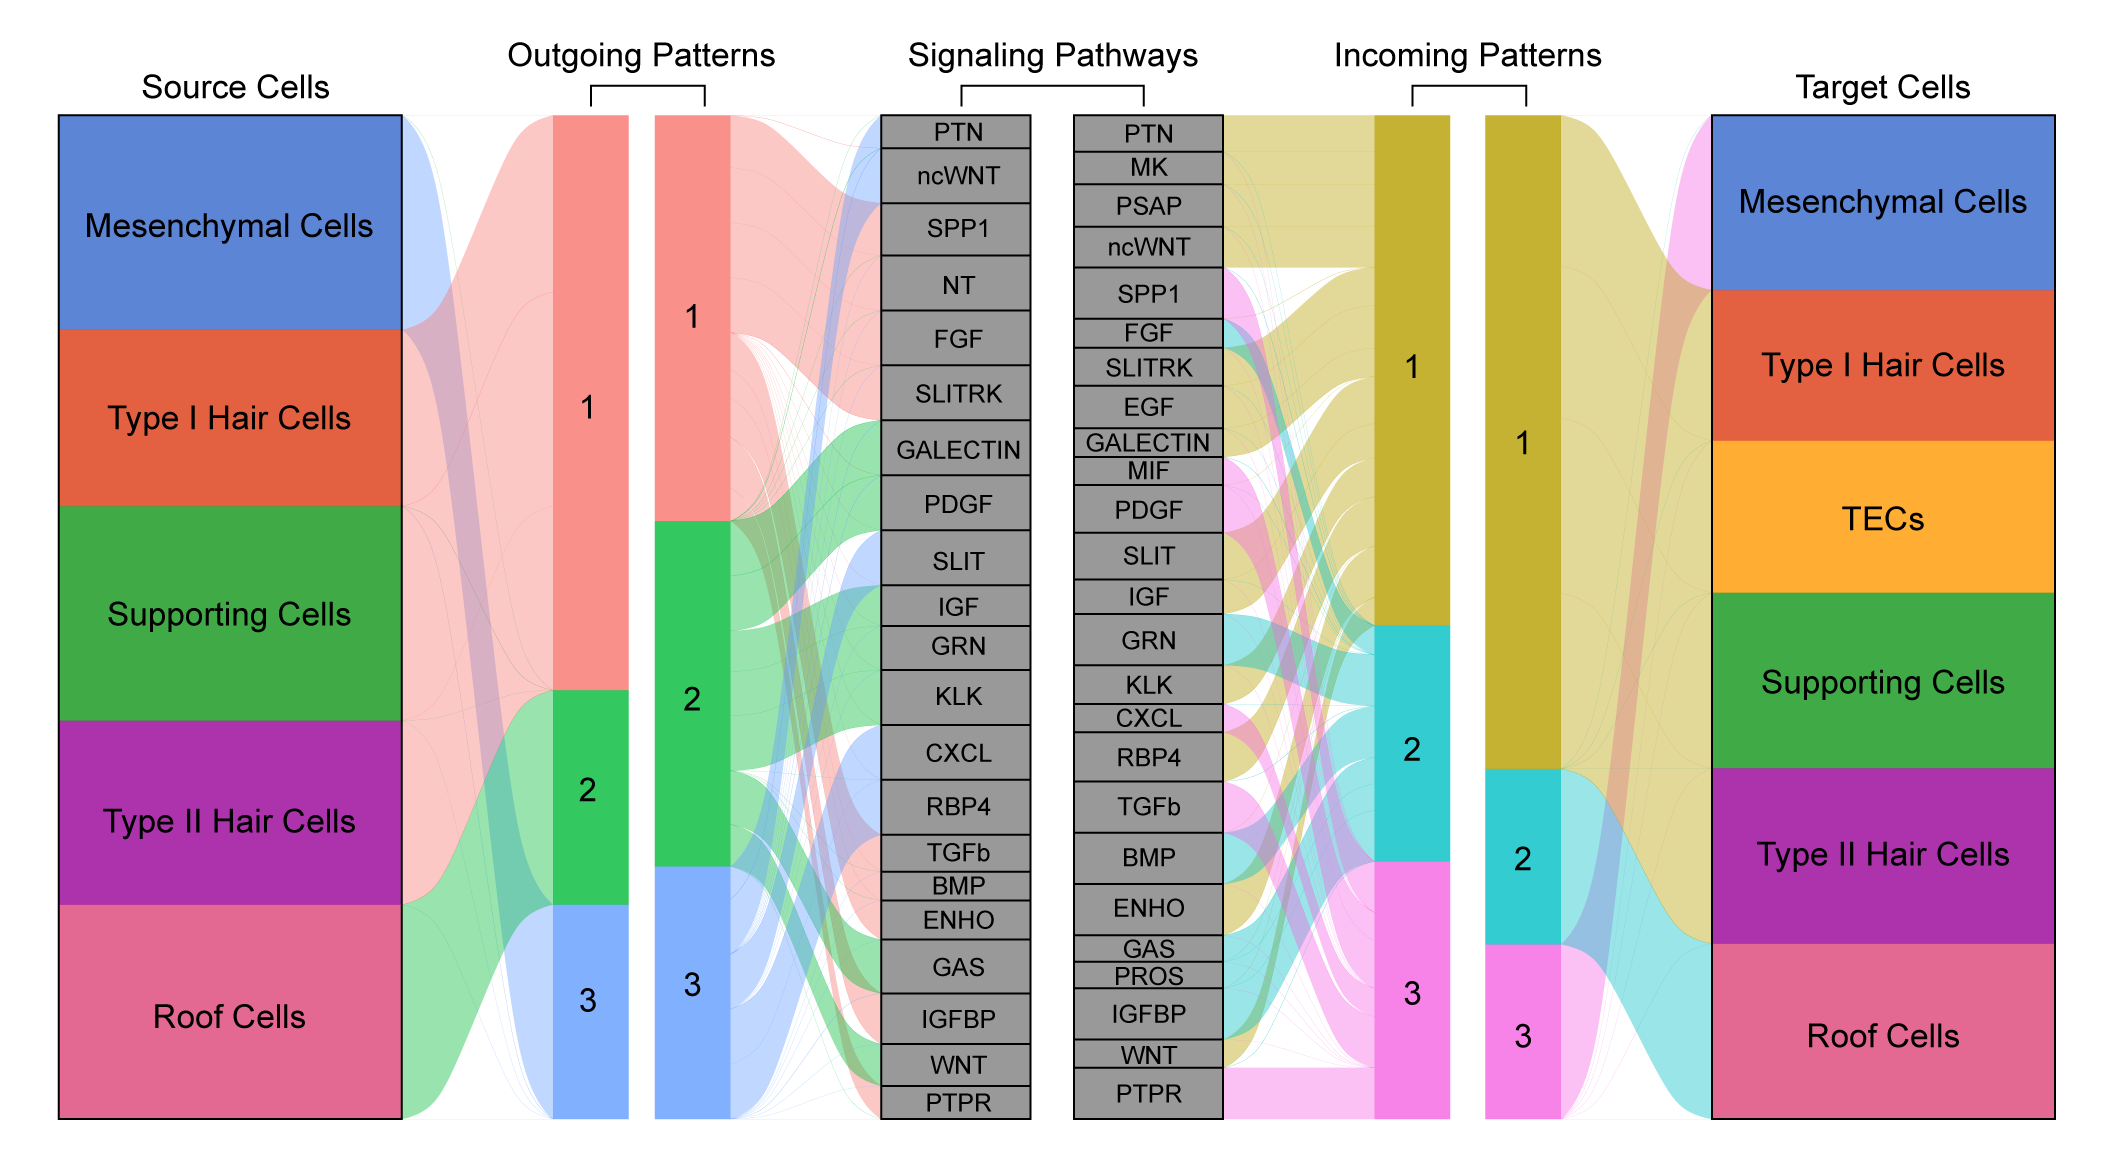

**Fig. S3** River plot depicting three computationally determined patterns of outgoing signaling and their corresponding pathways on the left. On the right, are the three computationally determined patterns of incoming signaling patterns and their corresponding pathways.

How the deposited data were processed for this re-analysis (not part of the article)

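Single cells of the epithelial and non-epithelial dissections of P4 and P6 mouse utricles were measured by Smart-seq2. Per the paper's methods and the deposited record, the authors aligned paired-end reads to GRCm38 with STAR and counted them per gene with RSEM. The deposited values are RSEM's expected counts as the authors deposited them, without normalization, for 52627 genes, of which 92 are spike-ins and 37 mitochondrial. Among the gene symbols, 26 have been turned into dates and 2 occur more than once. Sex, animal, pool, plate, collection day and cell type are not given per cell, so sums per collection with edgeR, DESeq2 or limma were not run.

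Cells were filtered with the limits of the paper's methods (at most 10% mitochondrial and 10% spike-in reads, and 3 MAD on reads and genes). The paper's text does not name the scale of the MAD limits. The log scale over all cells was taken, since the lower limit on reads is negative on the linear scale (-320367). Genes were kept when detected in at least 3 cells, which left 22789 genes. Kept cells held between 121621 and 1706056 reads, and the medians per batch and dissection ran from 272907 to 830615. At such depths a gene with few reads per cell is missed in part of the cells, and detection was also computed from 10 CPM and after thinning to 200000 reads. Doublets were not called.

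Cell types were assigned in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3) and R 4.3.3 (Seurat 5.3.0, scran 1.30.0, Matrix 1.6.5). Ward's method was applied to 30 principal components of 2000 variable genes, with all genes named in the paper's results left out, and the tree was divided into 40 clusters. Clusters were named from 12 lists of marker genes copied from the paper. The thresholds for a name (a score of at least 0.5 and 3 markers detected in 25% of the cells) were set after seeing the data. So were 2 exclusions, under which a cluster stayed unnamed when its 10 most raised genes held more markers of another type, or none of its own while its median of reads lay below the overall median divided by 3. A further rule on the ratio to the next best list was dropped because the Schwann cell cluster missed it. Unnamed clusters took 8.70% of epithelial and 7.47% of non-epithelial cells. Per batch, the unnamed share was 7.59% to 15.6% in the epithelial and 1.61% to 13.6% in the non-epithelial dissection.

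Gene levels are means over cells in CPM, compared on the log2 scale after adding 1 CPM. Spread was taken between sequencing batches, because the batch is the only unit the cell table names besides age and dissection. For P4 against P6 mesenchymal cells, it is the spread of the P6 batches alone, since P4 is a single batch. Whether a batch number stands for the same sequencing run in both dissections is not stated. Leaving out a batch removed the cells of that number from both dissections at once. Genes were counted as higher in a compartment from a log2 difference of 2, when detected in 10% of the cells of either compartment. This count, with its filter on detection, was tested on simulated data of 28455 genes, drawn from a negative binomial distribution with the mean, variance and cell totals of the kept cells. Of 200 genes raised 8-fold, 195 were found (97.5%) and 1 of the other genes was called. In a simulation with no raised genes, 1 gene was called. The simulated cells had no batches, ages or cell types, and the raised genes were detected in at least 10% of the kept cells. The simulation therefore does not show how far the counts depend on batches or on the mix of cell types. Mesenchymal cells were clustered again with Seurat on 10 principal components. Ligand and receptor scores were computed for 18 pairs between 6 cell types, with a saturation constant of 0.5. Shares carry exact Clopper-Pearson intervals at the 95% level. The correlation over cell types was tested with 100000 permutations.

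The genes named in the text are those that the paper names in its results, or labels in its figures, for a claim on its single-cell data. Genes that only served to name the clusters are not reported one by one, and some genes are given only in counts. For the compartments, the 5 genes with the largest log2 difference in each direction were added, among genes detected in at least 50% of the cells of the higher compartment. For P4 against P6 mesenchymal cells, 5 genes in each direction were added among genes detected in at least 25% of the cells of the higher age and changed the same way against every batch. This rule, the comparisons and most alternatives were written before the data were examined. The alternatives tried were other scales, pseudocounts of 0.1 and 10 CPM, medians, deconvolution size factors, equal weight per batch, leaving out each batch, thinning, other detection limits, other numbers of clusters and variable genes, each age alone, and other averages and constants in the scores. Chosen after seeing the data were the other readings of the MAD filter, the groupings by Louvain clusters, which kept the genes the paper names, and by Ward clusters at 30 and 50, clusters built from P6 cells alone, with P4 cells given to the nearest cluster centre, or without the genes of Table S3, hair cells left out together with thinning, batch means for the counts of genes, differences within P6 batches 2 and 4, and values divided by their maximum. Chromosomal positions come from the GENCODE annotation of GRCm38. Figures were drawn with matplotlib 3.10.9. CellChat's database and permutation test, the integration with cochlear data and the imaging experiments were not used here.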

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

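The tests of the share of kept cells, of the mitochondrial share and of the unnamed share in single batches were chosen after these results were seen. Within each dissection, the batches were compared in 12 groups of values, and a batch was picked out where its gap to the nearest other batch was large against the whole range. This gave 3 batches, where chance picks out about 1 in 20 groups.

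In non-epithelial batch 4, 48.9% of the cells passed the filter, against 85.4% to 87.9% in the other non-epithelial batches. Of the 46 cells left out, 45 (97.8%) fell below the limits on reads or genes, and 1 was left out for its mitochondrial reads alone. The kept cells of this batch also had the lowest median of reads, 272907. Since the filter itself sets these limits, this names only what removed the cells. Before the filter, the cells of batch 4 had a median of 146425 reads, against 485672 to 824364 in the other non-epithelial batches, so wells with few reads are a candidate explanation. What left them with few reads stays open, and no biological explanation was tested.

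In non-epithelial batch 2, the median mitochondrial share of the kept cells was 4.59%, against at most 1.85% in the other non-epithelial batches. The epithelial cells of batch 2 also had the highest epithelial median, 4.40%. Few reads per cell are argued against, since the kept cells of non-epithelial batch 2 had a median of 830615 reads, the highest of the non-epithelial batches. Handling of the tissue was not tested, and neither was a biological explanation.

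In epithelial batch 2, 15.6% of the cells fell into unnamed clusters (5 of 32), against 7.59% to 9.64% in the other epithelial batches. The exact 95% interval reaches down to 5.28%, which includes the range of the other batches, so counting error in a batch with few cells is a candidate explanation. No biological explanation was tested.

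The paper does not discuss the sex of the cells. Of the 1007 kept cells, 424 held *Xist* and no Y-linked gene, 294 held a Y-linked gene and no *Xist*, 9 held both (0.894%) and 280 held neither. Exons of *Xist* overlap those of *Tsix* on the other strand. Among the cells called, the share with *Xist* was 5.97% to 18.2% in epithelial batches 1, 2 and 3 and 98.2% to 100% in batches 4 and 5, and 73.4% in the P4 batch. In the non-epithelial dissection it was 80.5% in the P4 batch, 14.3% in P6 batch 2, 96.2% in batch 4 and 100% in batch 6. Sex thus differs between batches. A gene that went undetected moves a cell to those with neither, so it cannot give cells of both kinds. The epithelial P4 batch held 80 cells with *Xist* alone and 29 with a Y-linked gene alone, and the non-epithelial P4 batch 91 and 22. This argues against undetected genes as the source of the mixture in these batches. Pools of both sexes are a candidate explanation, which was not tested. As a check on whether sex bears on a comparison of ages, the median log2 difference of the S0 genes between P4 and P6 mesenchymal cells was 0.81 among cells with *Xist* alone (68 and 67 cells), against 1.04 in all cells. This argues against sex as the whole cause of that difference. A part of it stays open, because the difference was 0.58 among cells with Y-linked genes alone (14 and 31 cells), and within P4 the cells with *Xist* lay 0.59 above those with Y-linked genes, in 21 of 22 genes.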

How the results depend on the processing

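The tests chosen after the results were seen are those with the cell filter repeated, on the linear scale or per batch, Louvain clusters, Ward clusters at 30 and 50, clusters from P6 cells alone or without the genes of Table S3, hair cells left out together with thinning, batch means for the counts of genes, differences within P6 batches 2 and 4, and values divided by their maximum. Over 129 results, 1378 alternative values were computed. Of these, 1162 stayed within the margin of the main value, 215 moved by more than that and 1 reversed. The margin was the spread between batches for levels, scores and medians, the 95% interval for shares of cells, and 1.5 times the main value for counts of genes and of kept cells. Differences in shares computed in place of a log2 difference are in another unit and count among the values that moved. Except where a value below or its alternative's construction gives it, the cause was not tested.

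Among the genes compared between compartments, the mean of log-normalized values moved 18 of 26 and the median of the cells 17. Pseudocounts of 10 and 0.1 CPM moved 3 and 1, leaving out a batch moved 1 of 156 values, and deconvolution size factors, batch means and the repeated filter moved none. Among the genes compared between cell types, log-normalized values moved 21 of 31, the median 20, pseudocounts of 10 and 0.1 CPM 9 and 6, and deconvolution size factors 2. Among the genes compared between ages, they moved 22 of 32, the median 25, a pseudocount of 10 CPM 5, deconvolution 4 and Louvain clusters 3. Log-normalized values and medians are on other scales than the log2 difference of means, so their sizes differ by construction.

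The genes *Dpt*, *Cpne4* and *Mill2* rest on few cells. For *Dpt* in mesenchymal cells, the log2 difference of 3.34 was 0.0856 with log-normalized values and 0 with the median, and the shares of cells with the gene differed by 3.91 points. For *Mill2* in glia, the difference of 5.03 was 0.19 with log-normalized values and 0 with the median, the shares differed by 7.18 points, and the values ran from -0.0846 without batch 5 to 5.88 without batch 6, so the direction reversed without batch 5. For *Cpne4* in melanocytes, the values ran from -1.52 without batch 5 to 6.15 without batch 6, a change of sign counted as moved because the main value lies within its spread, and the shares differed by 32.4 points.

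The share of non-epithelial cells with *Epcam* fell to 2.93% from 10 CPM, as that limit leaves out cells with few reads. Without the filter on detection, 1695 genes were higher in epithelial and 1242 in non-epithelial cells, since more genes entered. Without hair cells, 533 genes were higher in epithelial cells, of which 366 were among the 1089 found with them. Both counts stayed within 1.5 times the main count with mesenchymal cells alone, with each batch left out, with batch means, with the repeated and linear filters and with ages balanced. Age was balanced by averaging the differences within P4 and within P6 rather than fitted as a covariate.

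The difference of 57.8 points between the ages in the S0-like share kept its direction in every clustering run. It was 22.2, 41.9 and 40.5 points at the resolutions giving 2, 4 and 5 clusters and 44.0 points with clusters built from P6 cells alone. It stayed within the margin from its 95% intervals with fewer or more variable genes (57.0 in both), without the genes of Table S3 (54.0) and with mesenchymal cells from Louvain clusters or from Ward clusters at 50 (53.0 in both).

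The scores depend on the average and the scale. For *Ptn* with *Ptprz1* from mesenchymal to type I hair cells, 0.940 became 0.936 with the mean, 0.969 and 0.886 with saturation constants of 0.25 and 1, and 0.176 with values divided by their maximum. To supporting cells, 0.815 became 0.898 and 0.688 with these constants, 0.681 in P4 cells alone and 0.057 with values divided by their maximum, under which the score to type II hair cells was 0.0262. To TECs, 0 became 0.575 with the mean and 0.216 with the 10% trimmed mean. For *Tgfb2* from supporting to mesenchymal cells, 0.300 became 0.565 with the mean and 0.00584 with values divided by their maximum. From roof to mesenchymal cells, the score was 0.176 with the mean, 0.0705 with the 10% trimmed mean, 0.00277 with a constant of 0.25, 0.0245 in P4 cells alone, 0 in P6 cells alone, 1.9e-05 with values divided by their maximum and 0 with Ward clusters at 30. With Ward clusters at 50, all 7 scores tested stayed within the spread of the main values. Mesenchymal cells were first among PTN senders and TGFβ receivers, and supporting cells first among TGFβ senders, in the main setting and each of the 9 alternatives. The first receiver changed under 2 alternatives each for PTN, midkine and *Spp1*, and under 1 for BMP.

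The comparison with DESeq2 in place of edgeR was not run, because the cell table names no collections to sum over. No analysis paired by animal or pool was run because none is named for the cells of the 2 dissections. P6 batches 2 and 4 occur in both, with shares of cells with *Xist* of 18.2% and 14.3% in batch 2 and 100% and 96.2% in batch 4, and whether a number is the same run is not stated. As a block by these batches, the mean of the differences within them moved 20 of the 26 genes compared between compartments, all in the same direction as before and all to larger sizes except *Tgfb2*. It gave 1676 genes higher in epithelial cells, with 1012 of the 1089, and 719 higher in non-epithelial cells, with 450 of the 482, and a difference of 1181.25 genes per cell in place of 712. Depth limits the genes at a few reads per cell and the cell types with few cells, which are the 3 melanocytes, the 12 macrophages and the 17 roof cells. In the roof cells, a gene with no read in any cell is compatible with a share of up to 19.5% (exact interval).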

Differences from the paper's values

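No test in this part was chosen after the results were seen except clusters built from P6 cells alone and mesenchymal cells taken from Louvain clusters or from Ward clusters at 50, clusters without the genes of Table S3, hair cells left out together with thinning, differences within P6 batches 2 and 4, and the values divided by their maximum. The heading of Table S2 names a Wilcoxon test and the legend of Fig. 2D pseudobulk *DESeq2*, so the scale of its fold changes is not certain. The values here were computed as Seurat does beside a Wilcoxon test. The paper's Table S2 gives a log2 fold change of -10.51 for *Lum*, epithelial against non-epithelial cells, and the value here is -8.20 (spread between batches 1.96). Of the alternatives set before the data were examined, the mean of sequencing batch means (-8.81) and leaving out batch 1 (-9.07) came within the spread of the paper's value. These alternatives are log2 differences of mean CPM. The pseudocounts, deconvolution size factors, log-normalized values, the median and leaving out any other batch did not. The mean of the differences within batches 2 and 4, chosen after seeing the values, was -10.42.

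For *Pou3f4*, Table S2 gives the paper's value as -9.37, and the value here is -7.51 (spread 0.93). For *Tekt1*, it gives the paper's value as 10.09, and the value here is 5.26 (spread 2.16). No alternative set before the data were examined came within the spread for either gene. The nearest were a pseudocount of 0.1 CPM for *Pou3f4* (-7.59) and leaving out batch 6 for *Tekt1* (5.84). The mean of the differences within batches 2 and 4, chosen after seeing the values, came within the spread for *Tekt1* (8.60) and not for *Pou3f4* (-7.16). Only part of Table S2 was read, 1993 genes, while 7086 were not analysed here.

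The paper's share of P6 mesenchymal cells in S0 is about 23% in Fig. 4H, read by eye, and the share here is 12.4% (15 of 121, exact 95% interval 7.11% to 19.6%). None of the alternatives set before the data were examined came near it. These were 71.1%, 9.09% and 6.61% at the resolutions giving 2, 4 and 5 clusters and 13.2% with fewer and with more variable genes. Clusters built from P6 cells alone gave 22.3% and mesenchymal cells from Louvain clusters or from Ward clusters at 50 gave 30.0%, all chosen after seeing the values. Clustering without the genes of Table S3 gave 6.61%.

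The paper states that hair cells account for most of the difference in detected genes between compartments. Leaving them out took the difference from 712 to 367 genes, and from 645 to 312 genes at 200000 reads per cell. The paper relates detected genes per type loosely to the number of differentially expressed genes, where r was 0.216 here with the count in sets of 12 cells. The paper gives *Ptn* in mesenchyme with some expression in supporting and roof cells, and it was also detected here in 92.0% of TECs and 84.7% of type II hair cells, against 23.5% of roof cells. The paper restricts co-expression with *Ptprz1* mainly to supporting cells, where it was 57.5%, while in type II hair cells it was 41.2%. For TGFβ, the paper names supporting and roof cells as the main source, and roof cells ranked behind mesenchymal cells here (0.111 against 0.173). The paper gives 25695 genes detected in at least 3 cells, and 22789 were found here in the kept cells and 22934 in all cells. For PTN, the paper ranks type I hair cells first as receivers, and supporting cells were first here (7.37 against 7.01). Type I hair cells were first with a saturation constant of 1 and with values divided by their maximum, the latter chosen after seeing the data. The order of these types thus depends on the scale of the scores. CellChat itself was not run, so whether the data or the scoring made this difference stays open.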

Other observations

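The test of handling of the single P4 collection and the difference in genes without hair cells at 200000 reads were chosen after the results were seen. Mesenchymal cells of P4 had higher S0 genes than those of P6, with a median log2 difference of 1.04 over 22 genes. Since the P4 cells form 1 batch, explanations other than age were examined. If the sequencing batch had raised these genes in every cell, other cells of the same batch would show it. In the non-mesenchymal cells of the non-epithelial dissection (42 P4 and 80 P6 cells), the difference was 0.23, and the 18 S0 genes with at least 10 CPM in those cells also gave 0.23, against 1.02 in mesenchymal cells. The SD between the P6 mesenchymal batches was 0.43. The mix of types in the non-mesenchymal cells differs between the ages, however. Of the 20 Schwann cells 1 was from P4, against 10 of 21 cells in the larger glial cluster. The comparison therefore cannot exclude a technical difference acting on every cell of the P4 batch of this dissection. In epithelial cells, where the numbers need not mean the same runs, the P6 batches differed from the other P6 batches by -0.60 (batch 2), -0.31 (batch 3), -0.09 (batch 4), -0.03 (batch 5) and 0.21 (batch 1). A difference in reads is argued against, because the value in mesenchymal cells was 1.03 after thinning to 200000 reads (101 and 120 cells). With cells of *Xist* alone, it was 0.81.

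Handling of the single P4 collection stays open. Among mesenchymal cells, the largest median difference of a P6 batch from the other P6 batches was 0.54 in size (batch 2, at -0.54), and P4 lay 0.66 above batch 4, the nearest of the P6 batches. With no second P4 batch, age and an effect on mesenchymal cells of that collection cannot be told apart. Age is a further open explanation, and is untested.

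Fewer genes were detected per non-epithelial than per epithelial cell (712 fewer in the median). A difference in reads per cell is argued against, as 645 remained after thinning to 200000 reads. Without hair cells the difference was 367, and 312 at 200000 reads. These changes come from the same cells, so the spread between batches (529) is not their error. By type, medians were 3680 and 4479 genes in type I and type II hair cells, and 2947 in supporting cells. Mesenchymal cells had 2876.5 genes, and the other non-epithelial types except melanocytes 1671.5 to 2175.5. The mix of cell types thus accounts for part of the difference, and the exact size of that part stays open. RNA content was not tested.

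The 12 cells of an epithelial type in the non-epithelial dissection could be epithelial cells with RNA of a non-epithelial cell in the same well. The 75 genes counted as higher in non-epithelial cells and detected in at least 50% of them took a median of 1.00% of their reads, against 0.433% in the same types of the epithelial dissection and 13.5% in mesenchymal cells. Only 1 of the 12 lay above the 97.5% point of the epithelial dissection (1.94%). This argues against RNA in the same well for most of them. Whether these cells were left on the tissue when the epithelium was peeled was not tested.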
